# Affected energy metabolism under manganese stress governs cellular toxicity

**DOI:** 10.1038/s41598-017-12004-3

**Published:** 2017-09-19

**Authors:** Gursharan Kaur, Vineet Kumar, Amit Arora, Ajay Tomar, Ashish, Runa Sur, Dipak Dutta

## Abstract

Excessive manganese exposure is toxic, but a comprehensive biochemical picture of this assault is poorly understood. Whether oxidative stress or reduced energy metabolism under manganese exposure causes toxicity is still a debate. To address this, we chose Δ*mnt* *P* *Escherichia coli*, a highly manganese-sensitive strain, in this study. Combining microarray, proteomics, and biochemical analyses, we show that the chronic manganese exposure rewires diverse regulatory and metabolic pathways. Manganese stress affects protein and other macromolecular stability, and envelope biogenesis. Most importantly, manganese exposure disrupts both iron-sulfur cluster and heme-enzyme biogenesis by depleting cellular iron level. Therefore, the compromised function of the iron-dependent enzymes in the tricarboxylic acid cycle, and electron transport chain impede ATP synthesis, leading to severe energy deficiency. Manganese stress also evokes reactive oxygen species, inducing oxidative stress. However, suppressing oxidative stress does not improve oxidative phosphorylation and cell growth. On the contrary, iron supplementation resumed cell growth stimulating oxidative phosphorylation. Therefore, we hypothesize that affected energy metabolism is the primal cause of manganese toxicity.

## Introduction

Iron, the most abundant transition metal in biology, serves as a cationic cofactor or remains embedded in the iron-sulfur clusters (ISC) and heme groups of the reaction centers of proteins^1^. The major issue with the iron is that it leaches out from the protein complexes upon reacting with endogenous superoxide anions (O_2_^**−**^)^2^. Subsequent oxidation of this free metal by hydrogen peroxide (H_2_O_2_) generates highly toxic hydroxyl radical (∙OH) in the cell^2^. On the other hand, manganese relieves oxidative stress and iron starvation by activating manganese-superoxide dismutase (SodA) and preserving the function of iron-dependent enzymes and sustains DNA metabolism^3–6^. However, excess manganese is a potential hazard. Manganese arrests cell growth and division of *E. coli* ^7,8^. Manganese exposure reduces iron transport, and inhibits the final step of heme biogenesis in *E. coli* ^7–9^. Thus, supplementing iron, or deleting *fur*, a gene that encodes a repressor for iron import, rescues the manganese toxicity^7,8^, suggesting that manganese and iron homeostasis mechanisms are intricately intertwined.

MntR- and Fur-mediated transcription regulations in *E. coli* maintain manganese and iron homeostasis, respectively^1^. The crosstalk between the MntR and Fur regulons presumably balances the manganese and iron levels^7,8^. On the other hand, the mammalian cells transport manganese and iron by a common divalent metal ion transporter (DMT1)^10–12^. Competitive uptake of one metal ion by DMT1 transporter in mammalian cells apparently interfere with the uptake and function of the other^13^. Thus, excessive exposure of manganese can disrupt iron homeostasis, reducing iron metabolism. It is interesting that despite the huge gap in compositional and regulatory entities, evolution has conserved the above-mentioned relationship between manganese and iron levels in the cell. Iron depletion is associated with the increased manganese levels in the rat brain^12,14,15^. In humans, excess manganese affects the metabolic processes in iron-rich basal ganglia, resulting in neurodegenerative disorders similar to Parkinson’s disease (PD)^16,17^. Many reports point to oxidative stress evoked under manganese stress could lead to toxicity^18–21^. On the contrary, a number of other studies indicate that inactivation of mitochondrial energy metabolism *in vitro* and *in vivo*, could be the cause of manganese toxicity^20–34^. However, the precise mechanism underlying the effects of manganese on biochemical pathways remains ambiguous.

*E. coli* MntP is an inner-membrane-bound manganese efflux pump^7,8^. Δ*mnt* *P* strain exhibits profound growth retardation when exposed to manganese, presumably due to an accumulation of manganese in the cytoplasm^7,8^. We took advantage of this phenomenon to find the route of manganese toxicity. We unravel that the iron depletion under manganese stress not only affects heme-protein biogenesis, as observed earlier^9^, but also disrupts the biogenesis and the function of ISC proteins. These observations, and other biochemical assays promoted us to hypothesize that the loss of both heme and ISC protein functions dramatically affects energy metabolism, which govern manganese toxicity in Δ*mnt* *P* strain of *E. coli*.

## Results

### Gene expression profile under manganese stress

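RNA of the ΔmntP strain, which lacks the manganese exporter MntP, was labeled with Cy3 and hybridized to 8 single-color arrays. The cells had grown for 2 h at 37 °C in LB with no addition (control, 3 arrays), with 1 mM MnCl2 (Mn, 3 arrays), or with 1 mM MnCl2 and 0.5 mM FeCl3 (Mn+Fe, 2 arrays). The authors deposited the scanned intensity of every spot and of its local background for each array, not normalized between arrays. From these intensities the background was corrected by normexp, the 8 arrays were quantile normalized, and the probes of each of 4347 genes were averaged on the log2 scale, with 3 probes for 4342 of the genes. One limma fit of the 3 groups gave the fold changes, their standard errors (SE) and the p-values, adjusted by the Benjamini-Hochberg method over all genes.
The deleted gene was examined first. The mntP probes (b1821) had a normalized log2 signal of 2.11 ± 0.34 (SD, n = 3) in the control arrays, 3.90 ± 0.14 (SD, n = 3) in the Mn arrays and 3.34 ± 1.55 (SD, n = 2) in the Mn+Fe arrays. By mean signal mntP ranked 6 from the dimmest of the 4347 genes in control, 108 in Mn and 21 in Mn+Fe, and its spots were well above background on 1, 2 and 1 arrays of these groups. Its Mn/C log2 fold change of 1.79 (SE 0.48, adjusted p = 0.0138) compares signals close to the background. It was -0.71 with the arrays scaled to their 75th percentile, -0.38 from the processed signals of the scanner software and -0.41 with the scan of each array as a block, and its adjusted p was 0.0504 without control 3. The repression target of the manganese regulator MntR, mntS (b4705), had a log2 signal of 8.41 ± 0.68 in control and 4.27 ± 0.57 in Mn (SD, n = 3 each), a log2 fold change of -4.14 (SE 0.39, adjusted p = 9.12e-05). The importer gene mntH (b2392) had a fold change of 0.501 (SE 0.24 on the log2 scale, adjusted p = 0.00892).
The median raw signal of the arrays lay between 71.5 and 118.2 scanner units. The spread of the signals differed between the groups before normalization: the 90th percentile was 212.3 to 332.5 in the control arrays, 1139.5 to 1794.1 in the Mn arrays, and 301.1 and 887.5 in the Mn+Fe arrays. Between 99.7% and 99.8% of the spots were well above background in control and 86% to 94.4% in Mn. The arrays were read in 4 scans with photomultiplier voltages of 314.2 to 470.4 V. Controls 1 and 3 shared a scan with Mn+Fe 1, control 2 was scanned alone, Mn 1 shared a scan with Mn+Fe 2, and Mn 2 and Mn 3 shared another. No scan held both a control and an Mn array, so the scan is linked to the Mn/C comparison only through the Mn+Fe arrays. The rows of the slides were tied to the groups as well. The 3 control arrays and Mn 1 lay in row 1, and Mn 2, Mn 3 and both Mn+Fe arrays in row 2. After normalization the median SD of a gene was 0.39 in control, 0.13 in Mn and 0.34 in Mn+Fe on the log2 scale.

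**Figure D1:**
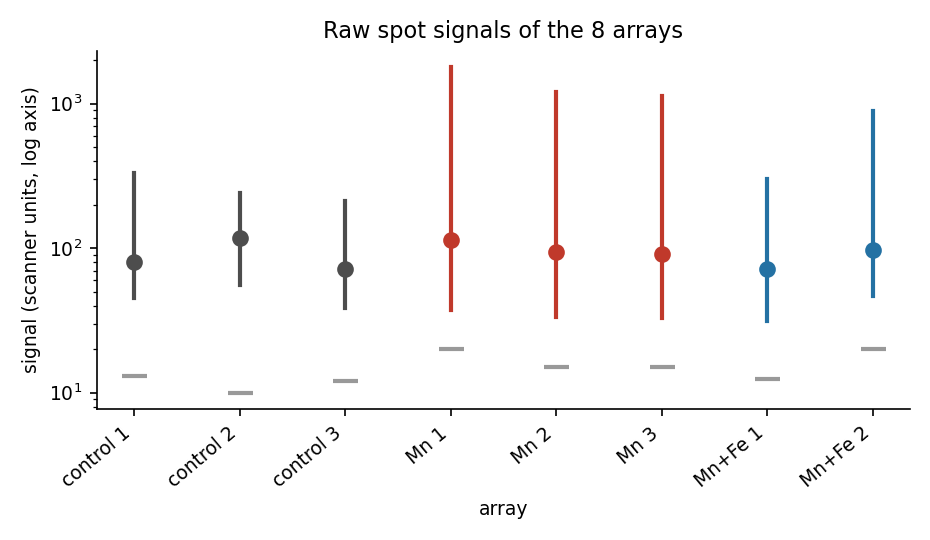
Raw signal of each array in scanner units on a log axis; the circle is the median spot, the vertical line runs from the 10th to the 90th percentile, and the gray dash is the median local background. The 90th percentiles of the 3 Mn arrays, 1139.5 to 1794.1, lie above those of the 3 control arrays, 212.3 to 332.5.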

The microarray experiment was conducted using Agilent based single color platform (Fig. 1a). Considering a minimum of 3-fold differential expression, we identified 420 activated and 396 repressed genes. 

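By fold change alone, 450 genes were at least 3-fold higher and 445 at least 3-fold lower in Mn/C among the 4347 genes. With an adjusted p under 0.05 from limma as a second condition, 440 were higher and 438 lower, 878 genes in all, which are called differentially expressed from here on. At an adjusted p under 0.01 the counts were 418 and 398. The adjusted p alone was met by 2223 genes. For 873 of the 878 genes all 3 probes changed in the same direction, and 12 had a saturated or dim group, so that only a lower bound of their fold change is known. The count ranged from 707 without Mn 1 to 1075 without control 1. The setting that moved it most, the processed signals of the scanner software scaled to the 75th percentile, gave 452 higher and 1979 lower genes, of which 669 were among the 878 with the same direction. Under that scaling the median change of all genes was -1.31, and it was -1.18 with the 75th percentile of the background-corrected signals, 0.29 without normalization between arrays, -0.19 with the brightest probe of each gene and 0.01 with quantile normalization. A fold change given here therefore depends on the scaling. With quantile normalization it reflects the ranks of a gene on the arrays, not a change in amount relative to the median gene.
Among differentially expressed genes well above background on every control and Mn array, the largest rises were in nrdB, yfaE, glpD, iscU, hmp, nrdA, atpF, recA, hscB and iscA. The subunit gene of ribonucleotide reductase nrdB (b2235) went from 4.88 ± 0.09 to 10.03 ± 0.09 (log2 signal, SD, n = 3 each), a 35.6-fold change (adjusted p = 4.86e-06). The NO-detoxifying flavohemoglobin gene hmp (b2552) rose 21.8-fold (adjusted p = 2.42e-05). The largest falls were in ynfE, tdcD, tnaB, ydhY, flxA, tdcE, tnaA, tdcB, dmsB and tdcC. The ynfE gene (b1587), which encodes a DMSO reductase-like protein, went from 11.96 ± 0.53 to 5.82 ± 0.96, a log2 fold change of -6.14 (SE 0.49, adjusted p = 4.53e-05).

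**Figure D2:**
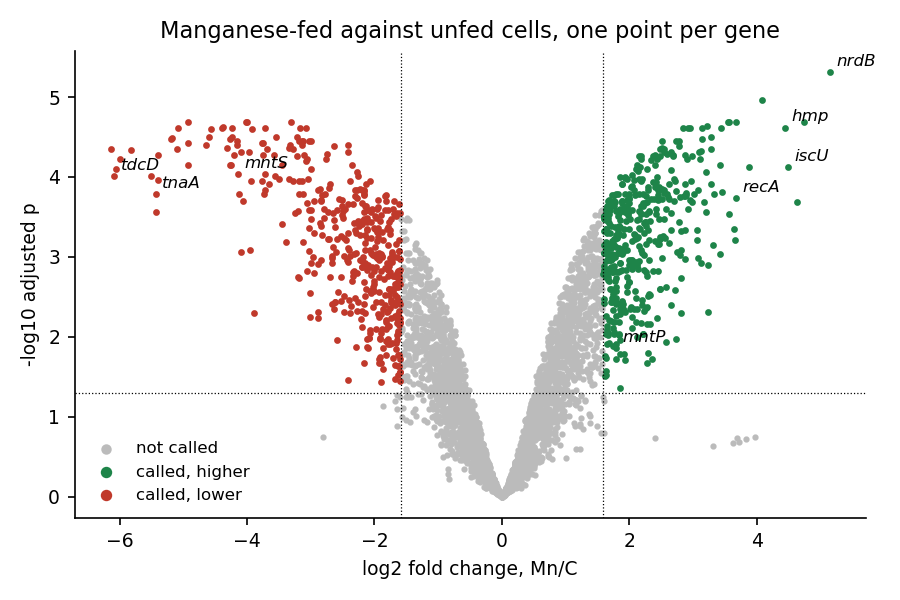
Each point is 1 of the 4347 genes; the horizontal axis is the log2 fold change in Mn/C and the vertical axis the negative log10 of the adjusted p from limma. Dotted lines mark 3-fold and an adjusted p of 0.05; 440 genes lie in the upper right field and 438 in the upper left.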

EcoCyc database and KEGG tools^1,35^ were used to group these genes under appropriate pathways (Table 1; Supplementary Tables S1–S8). 

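With 2-fold in place of 3-fold and the same limit on the adjusted p, 878 genes were higher and 790 lower in Mn/C. The fold changes of 901 genes could be set beside those that the paper lists in the copy of Supplementary Tables S1–S8 used here. Across these genes the log2 fold changes had a Pearson r of 0.993 and a Spearman rho of 0.979 with the paper's, with a slope of 0.99. The sign was the same for 898 genes, and 871 lay within 1.5-fold of the paper's value. Genes are not independent replicates, and both sets of values come from the same arrays. For (Mn+Fe)/C the same 901 genes had a Pearson r of 0.983 with the paper's values and a slope of 1.22, and 643 lay within 1.5-fold. The Mn/C correlation was lowest, 0.919, with the scan of each array as a block.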

Some other genes in these pathways, which show at least 2-fold differential expression, were also accounted in the pathway mapping (Supplementary Tables S1–S8). To validate the differential expressions, we performed quantitative PCR (q-PCR), targeting the mRNA levels of a few genes. The trends of gene expression revealed from q-PCR (Supplementary Fig. S1) matches with the microarray (Supplementary Tables S1–S8). 

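The 16 genes of Supplementary Fig. S1 had these log2 fold changes in Mn/C on the arrays. The genes argG, argE, nudE, pdhR, deoB and thyA rose by 2.49, 3.42, 2.12, 2.41, 2.38 and 1.67, and the adjusted p of pdhR (b0113) was 6.26e-04. The genes glnA, glyA and speD rose by 1.09, 1.02 and 1.03, below 3-fold. The log2 fold change of phnH was -1.32, also below 3-fold. The tryptophanase gene tnaA (b3708) had the largest change of the 16, from a log2 signal of 12.54 ± 0.34 in control to 7.11 ± 1.26 in Mn (SD, n = 3 each), a log2 fold change of -5.43 (SE 0.58, adjusted p = 1.65e-04). Without Mn 1 the rise of thyA was 1.49, below 3-fold. The remaining genes of the figure, iscU, iscR, iscS, glpF and dxs, belong to the pathways treated in later sections. The qPCR measurements themselves were not analysed here.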

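The cells of the 2 Mn+Fe arrays had received manganese and iron together. Across genes, the normalized log2 signals of the 2 arrays had a Pearson r of 0.925, against 0.987 to 0.992 between the Mn arrays and 0.828, 0.875 and 0.976 between the control arrays. In (Mn+Fe)/C, 321 genes were higher and 291 lower by the same criteria, and 1396 genes met the adjusted p alone. No row of a slide held both a control and an Mn+Fe array, so a fit with the row as a block separates row and condition here only through the Mn arrays. The count of 612 moved most with the row of the slide as a block, to 193, and with a 2-fold limit, to 1150. Its split depended on the scaling. With the processed signals of the scanner software 269 genes were higher and 716 lower, and without normalization between arrays 452 and 155. Across genes, the log2 fold changes of (Mn+Fe)/C and Mn/C had a Pearson r of 0.842, which was 0.745 without Mn+Fe 2. The comparisons share the control arrays, and unchanged groups simulated against the same controls gave a mean r of 0.652 and at most 0.672 in 100 simulations. Among differentially expressed genes well above background on every array of both groups, the largest rises were in nrdB, iscU, yfaE, nrdE, hmp, nrdA, moaB, sodA, iscA and hscB, and the largest falls in flxA, flgE, fliC, fliT, ydhY, flgC, flgD, ynfE, fliS and motB. The change of nrdB was 5.59 (SE 0.22, adjusted p = 6.33e-06) and that of flxA -7.65 (SE 0.52, adjusted p = 2.67e-05).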

Since iron supplementation suppresses manganese stress^7,8^, we also performed microarray in the presence of manganese and iron to identify the differential expressions of the genes (Fig. 1a).

**Figure 1:**
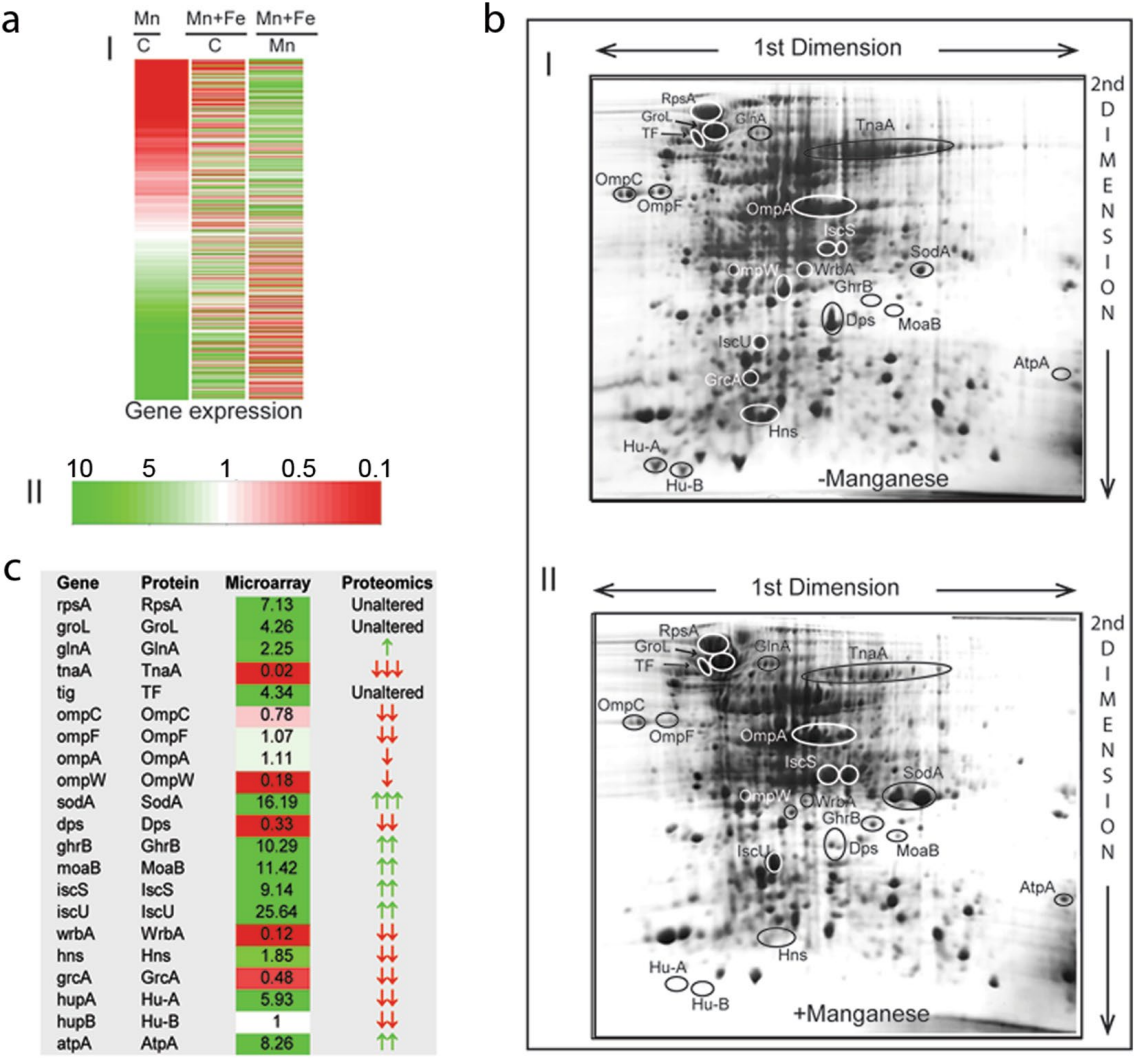
Correlation between microarray and proteomics data. **(a)** Heat-maps showing differential expressions for all transcribing genes (I) in the microarray. The color key (II) shows upregulation (green), downregulation (red) and indifferent expression (white) of the genes. The cluster Mn/C represents differential expressions in the manganese-fed cells versus control cells. Similarly, the cluster (Mn + Fe)/C represent differential expression of the genes in the presence of MnCl_2_ and FeCl_3_ versus control cells. The cluster (Mn + Fe)/Mn represent the degree of suppression of the manganese-induced differential expression by iron supplementation. (**b)** Proteins from the unstressed and manganese-stressed cells were separated in two 2D gels (panels I and II, respectively) to show the differential expressions. The labeled protein spots were identified by tandem MS analyses. (**c**) This panel summarizes the qualitative similarities and differences between mRNA and protein levels observed in the microarray and proteomics studies.

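In the direct comparison (Mn+Fe)/Mn, 22 genes were at least 3-fold higher and 49 at least 3-fold lower with an adjusted p under 0.05, and 243 genes met the adjusted p alone. By fold change alone the counts were 55 and 74. The count of 71 moved when 1 array was left out: it was 3 without Mn 1, 5 without Mn 2, 4 without Mn 3, and 168 without control 2. Control 2 is in neither group of this comparison. It enters only through the normalization and the estimate of the spread, which the fit shares between the groups. With the row of the slide as a block it was 3. The processed signals of the scanner software gave 1153 genes, 1048 higher and 105 lower, with a median change of all genes of 0.63. Without normalization between arrays 44 genes were higher and 636 lower, so the balance of rises and falls depends on the scaling. Among differentially expressed genes well above background on every Mn and Mn+Fe array, those with the largest rises were arnC, arnB, metE, aldB, sgbH, lldD, poxB, rhaD, glpK and gatB, and those with the largest falls were fliC, ydhC, dhaM, ybiJ, nsrR, fis, wzzE, flgE, infA and ymgD. The gene arnC rose by 2.33 (SE 0.21, adjusted p = 0.00319) and ydhC changed by -3.37 (SE 0.27, adjusted p = 0.00288). Of these 20 genes, arnC, fliC and ydhC had an adjusted p under 0.05 and a 3-fold change with every single array left out.
Of the 878 genes differentially expressed in Mn/C, 648 (73.8%) had a smaller change in (Mn+Fe)/C than in Mn/C. The share was 62% with a normexp offset of 50 and 94.7% without normalization between arrays. Because the genes were chosen on the Mn arrays, a share above 50% arises without any effect of iron: in 100 simulations of arrays on which iron changed nothing it was 56.8% on average and between 51.9% and 61.9%. With no array shared between the choice of the genes and the comparison, the share was 65.4% to 77% over 9 pairs of left-out arrays. Of the 440 higher genes, 330 had a smaller change with iron, and the median went from 2.06 to 1.69. Of the 438 lower genes, 318 had a smaller change, and the median went from -2.16 to -1.66. In (Mn+Fe)/C, 236 of the 440 were still differentially expressed upward and 229 of the 438 downward, against the same control arrays, which by itself favors agreement.

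**Figure D3:**
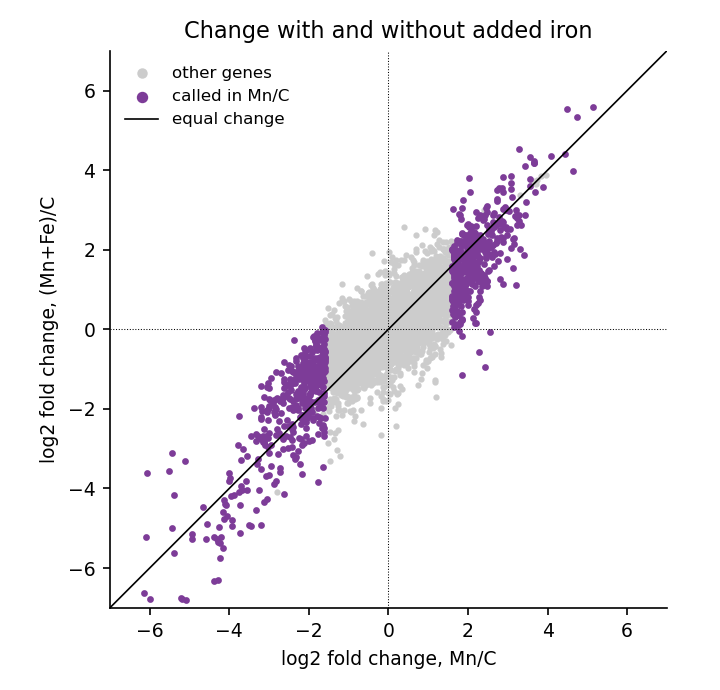
Each point is 1 gene; the horizontal axis is the log2 fold change in Mn/C and the vertical axis that in (Mn+Fe)/C, both against the same 3 control arrays. Points between the diagonal line of equal change and the horizontal axis have a smaller change with iron, as 648 of the 878 colored genes do.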

**Table 1:** Summary of microarray expression profile.

Metabolisms	Genes and pathways
Protein metabolism, proteostasis and transport	∗Ribosome and its biogenesis
	∗rRNA and tRNA genes
	∗Chaperone, protease and protein translocation
DNA and RNA metabolism	∗Replication and cell division
	∗RNAP and associated genes
	#Two component system
Membrane biogenesis	∗Lipid and lipopolysaccharide
	∗Cell wall biogenesis
Energy Metabolism	∗Electron transport and ATP synthase genes
	∗Ubiquinone synthesis
	#Menaquinone synthesis
	#Anaerobic respiration and nitrogen metabolism
Carbon metabolism	∗Glycerol uptake and metabolism
	∗Pentose phosphate pathway
	∗Glycolysis
	#Sugar uptake genes
	#Dicarboxylate transport
Redox balance	∗Oxidative stress markers
	∗Redox cycle and cysteine metabolism
Iron metabolism	#Iron import and enterobactin synthesis
	∗ISC and heme biogenesis
Flagellar biogenesis and motility	#Flagellar structural genes
	#Flagellar assembly genes
	#Other motility related genes

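Families of genes with related functions, 42 in all, were chosen by gene name and tested as sets with limma's fry, a test that compares the common direction of a set with rotations of the residuals. Some families follow groups that the paper names as changed on these arrays, so their tests are not independent of its lists. In Mn/C, 38 of the 42 families had an adjusted p under 0.05, 23 upward and 15 downward. The count was 32 with limma's camera at its preset correlation of 0.01. With the correlation estimated from the arrays, camera put 0 families past the threshold, and 13 had an unadjusted p under 0.05. Medians below are of log2 fold changes over the genes of a family, and unless stated otherwise their sign was the same under each scaling of the arrays. The ribonucleotide reductase genes, nrdA, nrdB, yfaE, nrdE, nrdF, nrdH and nrdI, had a median of 3.29 (fry adjusted p = 4.4e-05), and all 7 were differentially expressed. The SOS response genes had a median of 2.01 (adjusted p = 6.58e-05), with 12 of 18 differentially expressed, among them recA (b2699) at 3.68 (SE 0.41, adjusted p = 1.84e-04). The lipopolysaccharide genes had a median of 1.31 (adjusted p = 6.67e-05), with 25 of 26 higher and 9 differentially expressed, up to 3.07 for waaB (b3628).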

The major genes and pathways, which were upregulated (∗) or downregulated (#) under manganese toxicity, are tabulated to show the affected metabolism.

Qualitatively, the two-dimensional (2D) proteomics revealed an overall correlation with the microarray trends, albeit with a few discrepancies (Fig. 1b and c). 

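On the arrays, the genes whose proteins were quantified in Fig. 1c changed in Mn/C as follows. The superoxide dismutase gene sodA (b3908) rose 12.5-fold (adjusted p = 4.5e-04), ghrB (b3553) 8.49-fold (adjusted p = 4.91e-05), atpA (b3734) 7.34-fold (adjusted p = 5.34e-05) and rpsA (b0911) 6.95-fold (adjusted p = 9.45e-04). The nucleoid protein gene hupA (b4000) rose 5.93-fold (adjusted p = 0.0115), while hupB (b0440) had a log2 fold change of 0.05 (SE 0.58, adjusted p = 0.949), which was -0.16 with the 75th percentile scaling and -1.25 with the scan as a block. The log2 fold change of wrbA (b1004) was -2.79 (adjusted p = 2.54e-04) and that of ompW (b1256) -3.03 (adjusted p = 8.56e-04).
The porin genes ompC, ompF and ompA had log2 fold changes of -0.49 (adjusted p = 0.251), 0.22 (adjusted p = 0.715) and -0.35 (adjusted p = 0.247), none larger than 3-fold, and each changed sign with the scaling. With the 75th percentile scaling they were 1.02, -1.39 and 1.07, and without normalization ompC and ompA were 2.49 and 2.53. The change of hns (b1237), 1.64 (SE 0.53, adjusted p = 0.0299), was -0.50 with the 75th percentile scaling and -0.43 with the scan as a block. The adjusted p of hns lay between 0.056 and 0.101 without control 2, without control 3 and without any 1 of the Mn arrays, and its value was 1.20 without control 2. For grcA (b2579) the log2 fold change was -0.85 (SE 0.91, adjusted p = 0.456), and it was -2.26 (adjusted p = 0.00211) without control 2. The protein spots were not analysed here.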

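The chaperone and protein translocation genes dnaK, dnaJ, grpE, groS, groL, ibpA, ibpB, tig, hslO, hslR, fkpA, ppiA, surA, skp, secA, secB and tatA had a median log2 fold change of 2.04 in Mn/C (fry adjusted p = 1.07e-04). All 17 were higher in Mn than in control, and 14 were differentially expressed. These 17 genes are those that the Supplementary Text names as activated on these arrays, so their common direction is no independent evidence. The setting that moved the median most was the absence of normalization between arrays, which gave 3.34. The cytoplasmic proteases and peptidases had a median of 0.78 (fry adjusted p = 0.00971), with 11 of 17 genes higher. This family was not past the threshold with cyclic loess normalization, with the row of the slide as a block or with camera.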

We observed that manganese stress activated chaperones and proteases genes (Supplementary Table S1). In corroboration, we show that manganese stress promoted protein misfolding and degradation (Supplementary Fig. S2). This phenomenon could be the reason for the discrepancies between microarray and proteomics expression profile.

### Manganese-induced iron depletion blocks ISC and heme protein biogenesis

Manganese stress antagonizes iron metabolism, leading to iron depletion in *E. coli* ^7,9^ (Fig. 2a). 

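The iron import and enterobactin genes of the ent, fep, fes, fec, feo, fhu, fiu, cir, ton and exb operons numbered 36 on the arrays. Their median log2 fold change in Mn/C was -0.70 (fry adjusted p = 0.0325), with 25 genes lower and 11 higher, and 9 were differentially expressed, all downward. These were entA, entC, entE, entF, entH, entS, fepG, fecB and fecR. The enterobactin exporter gene entS (b0591) was dim on every Mn array, so that its fall was at least 3.7-fold. The enterobactin synthesis gene entE changed by -2.32. At the other end fecI (b4293) rose by 1.46 (SE 0.34, adjusted p = 0.00712), and by 1.93 without control 2, above 3-fold. The test of the family depended on single arrays: with 1 array left out, the adjusted p was 0.015 to 0.0919 and the median -0.92 to -0.48, and 2 of the 8 fits without an array kept it past the threshold. With the scan as a block the median was -0.30, and fry gave an upward direction. The (Mn+Fe)/C median was -0.26 (adjusted p = 0.388), and 0.08 with the scan as a block. For (Mn+Fe)/Mn it was 0.40 (adjusted p = 0.31).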

The iron depletion appears to be the result of downregulation of the genes encoding iron import and enterobactin metabolizing proteins (Supplementary Table S2). Interestingly, iron storage protein (Dps) was also downregulated both transcriptionally and translationally under manganese stress (Fig. 1c). Consequently, activation of the genes (*isc*, *hsc*, *fdx* and *nfu*), which encode the enzymes required for the maturation of ISC-proteins, were observed (Supplementary Table S2). 

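The normalized log2 signal of dps (b0812) was 6.80 ± 1.96 (SD, n = 3) in control, 5.15 ± 0.38 (SD, n = 3) in Mn and 4.94 ± 1.03 (SD, n = 2) in Mn+Fe. The log2 fold change in Mn/C was -1.65 (SE 0.84), a fold change of 0.318 with an adjusted p of 0.129. Its size exceeds 3-fold and its direction held with each array left out, between -2.93 and -1.03, but the spread between the control arrays leaves the difference short of the test's threshold. The value of -2.93 is that without control 2, and with that array left out the adjusted p was 7.03e-04.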

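All 8 genes of the isc operon, iscR, iscS, iscU, iscA, hscB, hscA, fdx and iscX, were differentially expressed in Mn/C, with a median log2 fold change of 2.92 (fry adjusted p = 6.53e-05) and a range from 2.78 for fdx to 4.49 for iscU. The log2 signal of iscU (b2529) was 5.73 ± 0.89 in control and 10.22 ± 0.27 in Mn (SD, n = 3 each), a 22.5-fold rise (adjusted p = 7.57e-05). The cysteine desulfurase gene iscS (b2530) went from 8.18 ± 0.04 to 11.03 ± 0.11, a 7.2-fold rise (adjusted p = 2.42e-05), and the regulator gene iscR rose 7.77-fold. The gene nfuA (b3414) had a log2 signal of 9.88 ± 0.12 in control and 10.84 ± 0.20 in Mn, a 1.95-fold rise (SE 0.24 on the log2 scale, adjusted p = 0.0103), which is below 3-fold.

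**Figure D4:**
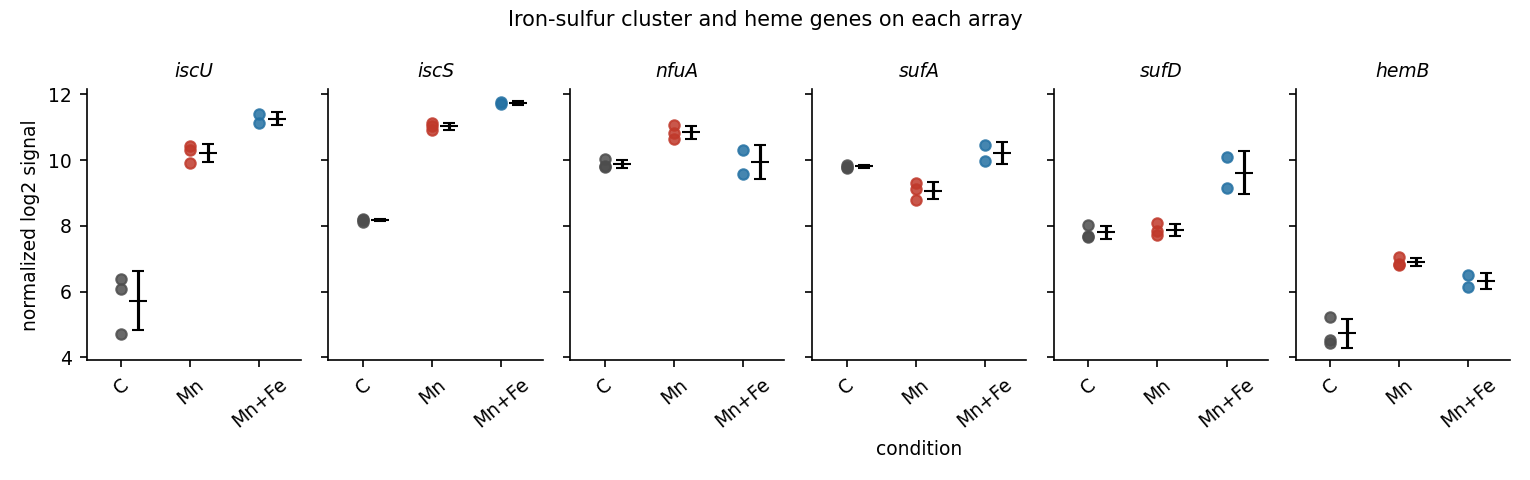
Normalized log2 signal of iscU, iscS, nfuA, sufA, sufD and hemB on each control (C), Mn and Mn+Fe array; each circle is 1 array, and the dash with bars beside the circles is the mean with its SD (n = 3, 3 and 2). For iscU the mean is 5.73 in control, 10.22 in Mn and 11.25 in Mn+Fe.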

Particularly, *isc* operon (*isc*, *hsc*, *fdx* genes) and *nfu* are repressed by holo-IscR regulator^1^. Therefore, it appears that cellular iron scarcity produced ISC deficient apo-IscR that de-represses *isc* operon and *nfu* gene. Consistently, the proteomics data shows overexpression of IscS and IscU proteins under manganese stress (Fig. 1c). Apart from the ISC protein biogenesis, IscS function is involved in thiamine pyrophosphate (TPP), and molybdenum cofactor (Moco), and thiolated-tRNA synthesis^1^. Additionally, TPP, Moco and tRNA thiolation pathway genes (*thi*, *moa*, *mog*, *mnm*, *tus* and *dxs*) were also upregulated under manganese stress (Supplementary Table S2). Therefore, activation of these genes including *i* *scS* indicates that tRNA thiolation, and TPP and Moco syntheses would be affected under manganese stress. 

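In Mn/C all 6 molybdenum cofactor genes, mog, moaA, moaB, moaC, moaD and moaE, were differentially expressed, with a median log2 fold change of 2.29 (fry adjusted p = 6.58e-05). The largest change was that of moaB (b0782), 11.7-fold (adjusted p = 2.05e-05). The thiamine genes had a median of 0.84 (fry adjusted p = 0.0167), with 13 of 14 higher and 3 differentially expressed, thiB, thiG and thiS. Without control 1, thiG and thiS rose by 1.55 and 1.55, below 3-fold, and thiS also fell below without Mn 2 (1.54) and without Mn 3 (1.58). The adjusted p of this family was 0.00421 to 0.0621 with 1 array left out, and it was past the threshold in 5 of these 8 fits.
The mnm and tus genes were grouped as tRNA thiolation genes after the paper's wording, and the part of each gene in thiolation was not examined. They had a median of 1.05 (fry adjusted p = 5.07e-05), with 8 of 10 higher and 2 differentially expressed, mnmA and mnmG. The change of mnmG (b3741) was 10.9-fold (adjusted p = 2.42e-05), and that of mnmH (b0503) -1.21 on the log2 scale (SE 0.33, adjusted p = 0.0141), or -1.61 without control 1. The gene dxs (b0420) rose 4.34-fold (SE 0.45 on the log2 scale, adjusted p = 0.00454).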

Particularly, molybdenum deficiency (Fig. 2a) and repression of molybdenum importer (*mod*) genes (Supplementary Table S2) directly indicated the declined Moco synthesis in the manganese-fed cells.

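The molybdate import genes modA, modB, modC, modE and modF had a median log2 fold change of -0.74 in Mn/C (fry adjusted p = 0.00131), with 4 of 5 lower. The transporter genes modA and modB changed by -1.02 (adjusted p = 0.0709) and -1.31 (adjusted p = 0.00622), each less than 3-fold. Without control 2 they were -1.64 (adjusted p = 0.00124) and -1.74 (adjusted p = 2.67e-04), both above 3-fold. The family was not past the threshold with cyclic loess normalization or with camera. Its median in (Mn+Fe)/C was -0.79, and in (Mn+Fe)/Mn -0.59 (fry adjusted p = 0.0292), a value that was 0.15 with the 75th percentile scaling and 0.18 with the processed signals of the scanner software. Without any 1 of the Mn arrays the (Mn+Fe)/Mn test was not past the threshold.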

**Figure 2:**
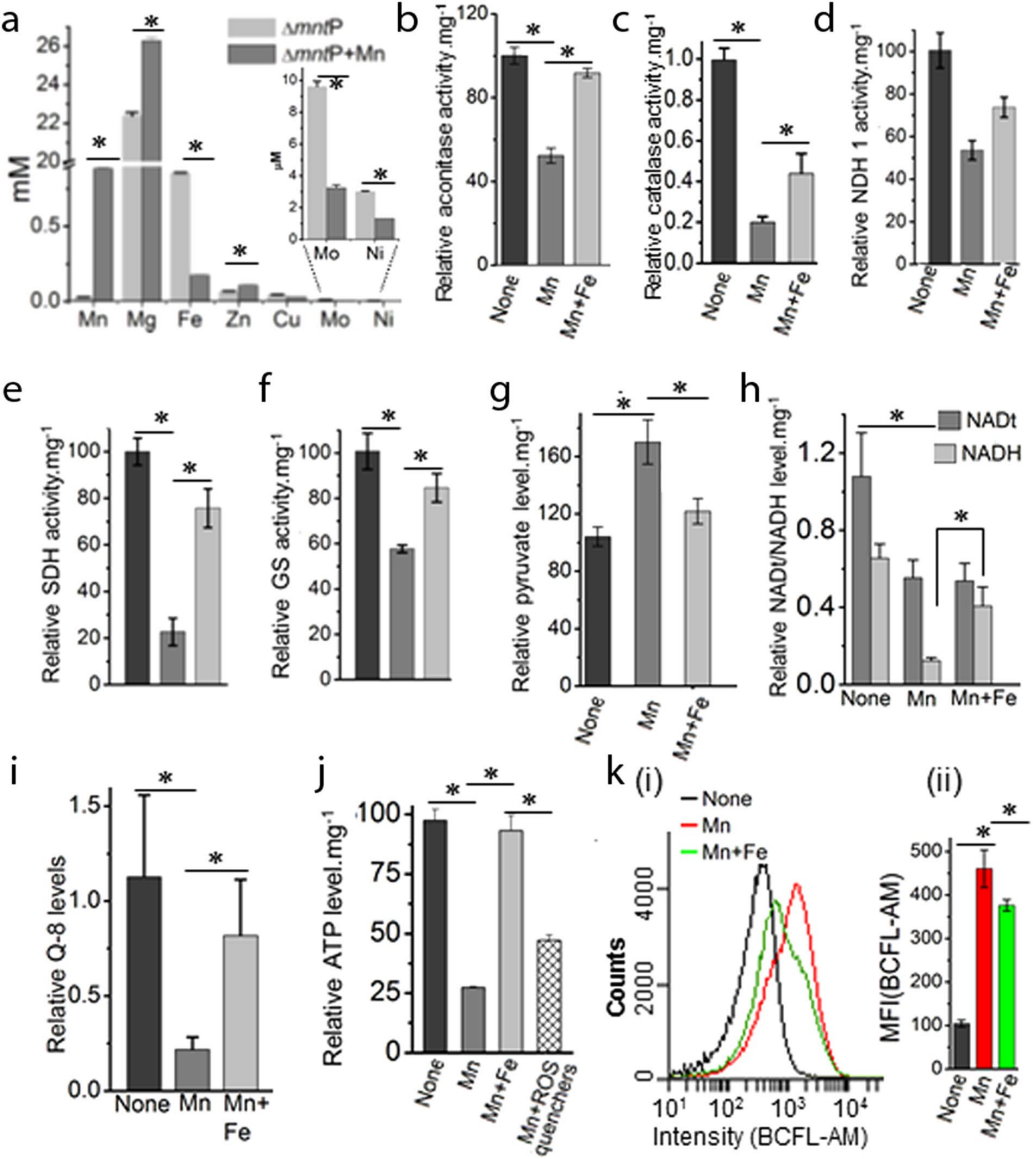
Manganese-induced iron deficiency blocks energy metabolism. **(a)** Manganese stress alters cellular levels of iron and many other metals. Extremely trace metals, Mo and Ni, are shown by zooming. (**b**–**f**) Manganese stress impairs aconitase, catalase, NDH-1, SDH and Glutamate synthase (GS) activities, while iron supplementation rescues enzyme the activities. (**g)** Pyruvate levels under manganese stress and iron supplementation were plotted as a function of normalized absorbance at 450 nm per milligram of cellular proteins. (**h)** Manganese stress reduces the cellular NAD and NADH levels. Interestingly, iron supplementation does not improve total NAD (NADt), but increases NADH levels. (**i**) The relative ubiquinone (Q-8) levels in the manganese fed cells and under iron supplementation were shown. (**j)**. The panel represents that manganese stress reduces cellular ATP level, while iron supplementation rescues it. (**k)**. (i) The FACS data represents the relative pH changes as a function of florescence intensity of BCFL-AM, a pH indicator dye. (ii) Normalized mean fluorescence intensities (MFI) from 3 different FACS are also plotted. The data in the above panels are mean ± SD (n = 3); *P < 0.001, paired T-test.

Manganese stress increases the level of protoporphyrin-IX reducing cellular heme levels^9^. The scarcity of Fe^2+^ under iron depletion (Fig. 2a) could hinder protoporphyrin-IX to ferroheme biogenesis by ferrochelatase enzyme (HemH), resulting in protoporphyrin-IX accumulation. Activation of some *hem* genes in the heme synthesis pathway were observed under Mn stress (Supplementary Table S2 and Supplementary Fig. S3).

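Of the 12 heme synthesis genes on the arrays, 10 were higher in Mn/C, with a median log2 fold change of 0.78 (fry adjusted p = 1.03e-04). By the 3-fold criterion hemB (b0369) alone was differentially expressed, at 4.5-fold (adjusted p = 2.73e-04), its log2 signal going from 4.73 ± 0.45 to 6.90 ± 0.13 (SD, n = 3 each). The genes hemD, hemE, hemX and hemY rose by 1.18, 1.47, 1.43 and 1.49, and hemN was lowest at -0.46. Leaving out 1 control array put hemE, hemX and hemY above 3-fold, hemE at 1.61 and hemX at 1.59 without control 2, and hemY at 1.74 without control 1 and 1.71 without control 3. The ferrochelatase gene hemH (b0475) changed by 0.37 (SE 0.18, adjusted p = 0.113), and by -0.76 with the 75th percentile scaling.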

### Mature ISC and heme protein deficiency affects energy metabolism

ISCs and heme are the integral parts of the electron transport chain (ETC) and tricarboxylic acid cycle (TCA) protein complexes^1^. For example, NADH dehydrogenase I (NDH-1), succinate dehydrogenase (SDH or SdhABCD), terminal oxidases, aconitases (AcnA and B) and fumarase (FumABC) enzymes extensively utilize these cofactors in the ETC and TCA cycle^1^. We demonstrate that manganese-fed cells exhibited the loss of aconitase activity (Fig. 2b). In addition, manganese stress reduced the activity of heme-containing catalase proteins (Fig. 2c). Since manganese stress did not alter the aconitase and catalase coding gene expressions (Supplementary Table S3), the loss of aconitase and catalase functions could be attributed to the disruption of ISC and heme biogenesis. Similarly, we have assessed the activities of NDH-1, SDH, and glutamate synthase (GS) that require ISC or Fe^2+^ for their function. All of these enzyme activities were declined significantly under manganese stress (Fig. 2d–f). Accordingly, exogenous iron supplementation rescued all of the above-mentioned enzyme activities (Fig. 2b–f).

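The aconitase gene acnA (b1276) had a log2 signal of 6.84 ± 0.08 in control and 5.88 ± 0.09 in Mn (SD, n = 3 each), a log2 fold change of -0.96 (SE 0.20, adjusted p = 0.00387). The other aconitase gene, acnB (b0118), changed by 0.52 (SE 0.20, adjusted p = 0.0548), and by -0.14 with cyclic loess normalization. The catalase gene katE (b1732) changed by -0.88 (SE 0.20, adjusted p = 0.00631), but by 0.63 with the 75th percentile scaling and 2.09 without normalization between arrays. The change of katG (b3942) was -0.48 (SE 0.30, adjusted p = 0.215), but 0.55 with the 75th percentile scaling and 2.01 without normalization. All 4 changes were below 3-fold.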

Similarly, reduced ISC and heme protein biogenesis would also affect many other functions. Importantly, ISC-utilizing TCA cycle enzymes (AcnA, AcnB and SDH), which are important for the aerobic carbon flow and ATP synthesis, appeared to be blocked under manganese stress. This slow passage of carbon via TCA cycle increased relative pyruvate levels in the cells (Fig. 2g). As a result, manganese stress apparently modulated glycolytic carbon metabolism, repressing genes for energy rich hexose sugar uptake, and activating genes involved in the usage of energy poor glycerol and its derivatives (Supplementary Fig. S4 and Supplementary Table S4). 

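The sugar phosphotransferase permease genes, 46 on the arrays, had a median log2 fold change of -0.97 in Mn/C (fry adjusted p = 6.91e-04), with 42 lower and 15 differentially expressed. The sorbitol permease gene srlA (b2702) fell most, with a log2 fold change of -3.55 (SE 0.25, adjusted p = 3.2e-05). The galactitol genes gatA and gatB changed by -3.02 and -3.19, and the mannose genes manX and manY by -1.99 and -2.20. The glucose permease gene ptsG (b1101) changed by -0.80 (SE 0.34, adjusted p = 0.0762). Without normalization between arrays gatA was 0.00, and manX, manY and ptsG had the other sign, at 0.66, 0.67 and 1.07. With the scan as a block the family was not past the threshold.
The 15 glycerol and dihydroxyacetone genes had a median of 1.85 (fry adjusted p = 1.03e-04), with 13 higher and 9 differentially expressed. The glycerol-3-phosphate dehydrogenase gene glpD (b3426) went from 6.59 ± 0.59 to 11.22 ± 0.11 (log2 signal, SD, n = 3 each), a 24.8-fold rise (adjusted p = 2.06e-04). The uptake gene glpF rose 3.68-fold, the kinase gene glpK 4.07-fold, and dhaM by 2.28 on the log2 scale.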

Interestingly, previous studies suggest that manganese stress impairs oxidative hexose metabolism by inactivating glycolytic and TCA cycle enzymes in the astrocytes and other neuronal cells^30,31^. 

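In the pentose phosphate pathway, zwf (b1852), rpe (b3386) and talB (b0008) rose 4.13-fold, 3.94-fold and 3.68-fold in Mn/C, with adjusted p of 1.3e-04, 2.99e-04 and 0.00412. Without control 2 the rise of talB was 1.47 on the log2 scale, below 3-fold. The 10 genes of the pathway had a median of 0.49 (fry adjusted p = 0.00547), and 7 were higher. This family was not past the threshold with cyclic loess, with the row of the slide as a block or with camera. The glycolysis and gluconeogenesis genes had a median of 0.74 (fry adjusted p = 0.0393), with 12 of 15 higher and 3 differentially expressed, fbp, fbaA and pfkB. Without control 2 the rise of fbaA was 1.29, below 3-fold. The glycolysis family lost its place past the threshold under 15 of 30 other settings, and with 1 array left out its adjusted p was 0.00623 to 0.104.
The pyridoxal phosphate and isoprenoid genes, of the pdx and isp groups with epd and dxs, had a median of 0.97 (fry adjusted p = 0.00329), with 14 of 16 higher. They were not past the threshold with cyclic loess or with the scan as a block. The gene epd (b2927) rose 3.98-fold (adjusted p = 4.5e-04). The ubiquinone genes had a median of 1.13 (fry adjusted p = 1.26e-04), with 9 of 11 higher and ubiB, ubiC and ubiJ differentially expressed. The rise of ubiC was 1.54 without control 2 and 1.48 without Mn 1, below 3-fold.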

Overall, upregulation of the genes in the glycolysis and gluoconeogenesis, penose phosphate pathway (PPP) (*zwf*, *rpe*, *tal* *B*), pyridoxal phosphate (PLP) and ubiquinone synthesis pathways (*epd*, *pdx*, *dxs, ubi* and *isp* genes) could be the indicators of the affected energy metabolism under manganese stress (Supplementary Fig. S4 and Supplementary Table S4).

To show the oxygen consumption by the manganese-fed cells, we have used two indicator dyes. First, methylene blue sensor dye show that manganese stressed cells consume less dissolve oxygen than unstressed cells^36^ (Supplementary Fig. S5a). Second, Resazurin (7-Hydroxy-3*H*-phenoxazin-3-one 10-oxide) dye, which is purple or pink when cellular NADH/NADPH levels are low or high, respectively, indicated that aerobic respiration is dramatically decreased in the manganese-stressed cells^37^ (Supplementary Fig. S5b). Both of the dyes further indicated that iron supplementation rescues oxygen consumption to support aerobic respiration in the cells.

NDH-1 protein complexes utilize cellular NADH, which is generated by carbon metabolism, to initiate electron transport. The electrons are then shuttled between different ETC complexes and terminal oxidases via lipid soluble ubiquinone carriers. This process of electron transport simultaneously pumps out protons to generate a proton motive force (PMF) across the cell membrane for ATP synthesis^1^. We observed that manganese stress reduced total NAD (NADt) and NADH level in the cell (Fig. 2h). Besides, we show 5-fold reduction in total ubiquinone level in the manganese-fed cells (Fig. 2i). These observations indicate that ATP production under manganese stress could be affected. Therefore, using a luciferase-based assay, we demonstrated that manganese stress indeed reduced relative cellular ATP level (Fig. 2j). PMF also indirectly takes part in cellular pH homeostasis when extracytoplasmic protons enter via ATP synthase and flagellar motors^38^. Using cell penetrable pH sensor fluorescent dye, BCFL-AM, we found that manganese toxicity raised the relative cellular pH (Fig. 2k), indicating that weak PMF generated in the manganese-fed cells failed to maintain pH homeostasis. Conversely, supplementation of iron restores NADH and ubiquinone levels, thereby resumes ATP production and cellular pH (Fig. 2h–k). Interestingly, iron could not reverse the NADt level in the manganese-fed cells (Fig. 2h), indicating that iron only promoted NAD to NADH production by accelerating carbon metabolism.

### Reduced ETC function evokes ROS under manganese stress

Flow cytometry analyses using a cell penetrable ROS sensor dye, 2′,7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA), we show that manganese exposure evoked oxidative stress, while iron supplementation marginally reduced the stress (Fig. 3a). Furthermore, individual ROS quenchers (tiron, sodium pyruvate and thiourea) suppressed oxidative stress to the different extent, indicating that manganese toxicity evoked all the key reactive oxygen species (ROS) (O_2_^**−**^, H_2_O_2_ and ∙OH), respectively (Fig. 3b). Since there are many caveats of using fluorescent sensor probes to measure intracellular ROS^39^, we performed further fluorescence assays using H_2_DCFDA, and another ROS sensor dye, dihydrorhodamine 123 (DHR123). Here, we normalized the fluorescence values by the total cellular dye levels. The data obtained from these experiments show that manganese stress significantly increases the normalized fluorescence of H_2_DCFDA and DHR123. This data confirms that manganese toxicity leads to oxidative stress in Δ*mntP* strain of *E. coli* (Fig. 3c and d). We reason that affected ISC biogenesis allowed adventitious leakage of electrons from flavin mononucleotide (FMN) cofactor of NDH-1^40,41^, generating O_2_^**−**^ that may leads to H_2_O_2_ production in the cells. Therefore, to show H_2_O_2_ production, we incubated the manganese-fed, iron-supplemented and un-fed Δ*mntP* cells in phosphate buffer saline. The extracellular supernatants were collected after 30 and 60 minutes, and 10 µM ferrous ammonium sulphate was added to these. The supernatants from the manganese-fed cells increased DHR123 fluorescence in comparison to the un-fed cells. This data suggests that manganese stress elevates H_2_O_2_ production in Δ*mntP* strain (Fig. 3d).

**Figure 3:**
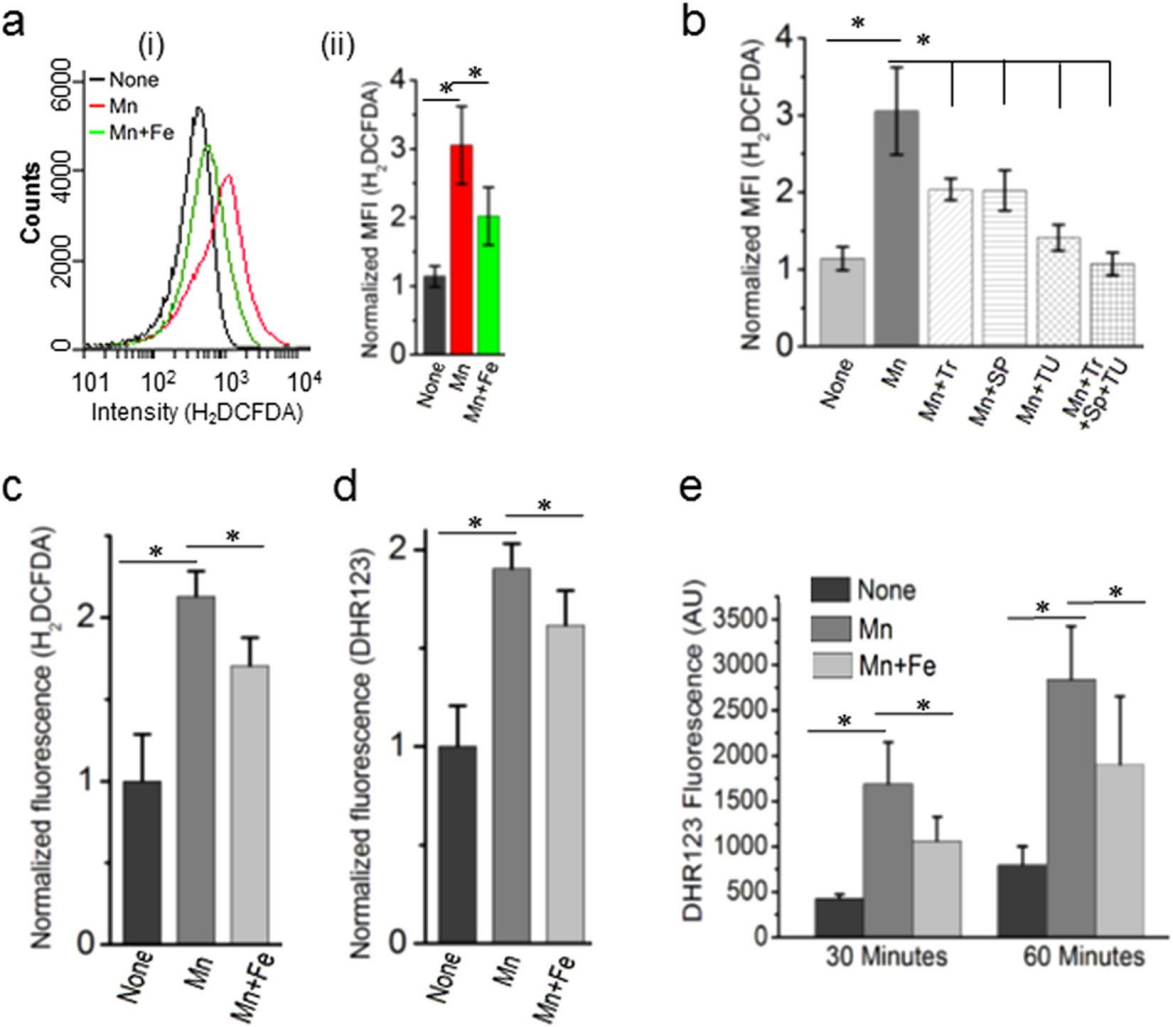
Manganese stress evokes ROS production. (**a)** (i) The FACS data shows the changes in fluorescence intensity of H_2_DCFDA, an indicator dye of oxidative stress, under manganese stress and iron supplementation. Fluorescence intensity is directly proportional to the amount of ROS species in the cell. (ii) Normalized MFI values from three independent experiments are shown by bar diagrams. (**b)** The normalized MFI values of H_2_DCFDA dye under manganese stress and in the presence of ROS quenchers (Tr: tiron, SP: sodium pyruvate, TU: thiourea). (**c**) The H_2_DCFDA fluorescence values were normalized by intracellular dye contents to show that manganese stress evokes ROS production. (**d**) To validate H_﻿2_﻿DCFDA fluorescence results, another dye DHR123 has been used. Increased intracellular dye-normalized fluorescence values of DHR suggests that manganese-fed cells evoke ROS. (**e**) The fluorescence values of DHR123 in the bar diagram indicates that manganese-fed cells produces elevated level of H_2_O_2_ in comparison to the un-fed cells at 30 minutes and 60 minutes time points. Iron-supplemented cells marginally suppressed H_2_O_2_ production. Data are means ± SD (n = 3); *P < 0.001, paired T-test.

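The oxidative stress and redox genes of the nfs, rsx, ahp, grx and trx groups with soxS, fur, fpr and gor numbered 20 on the arrays. In Mn/C 19 were higher, with a median log2 fold change of 1.65 (fry adjusted p = 6.58e-05), and 11 were differentially expressed. The paper names these groups as activated on the same arrays, so their common direction is no independent evidence. The largest rise was 2.51, that of grxD. The iron regulator gene fur rose 4.41-fold. The gene soxS (b4062) went from a log2 signal of 6.52 ± 1.05 to 8.36 ± 0.20 (SD, n = 3 each), a 3.58-fold rise (adjusted p = 0.00927). Without control 2 its rise was 1.36 on the log2 scale, below 3-fold. The rises of fpr and gor were 1.95 and 1.63, and that of gor was below 3-fold without Mn 2 (1.45), without Mn 3 (1.54) and without Mn+Fe 2 (1.57).
The regulator genes soxR and oxyR changed by 0.30 (adjusted p = 0.458) and 0.47 (adjusted p = 0.159). With the 75th percentile scaling soxR was -1.26, and with cyclic loess oxyR was -0.10.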

Many oxidative stress response and redox pathway genes (*sox* *S*, *fur*, *nfs*, *rsx*, *fpr*, *rsx, ahp, gor, grx* and *trx*) were activated in the manganese-fed cells^1^ (u). Upregulated genes that encodes L-cysteine/glutathione exporter (*cyd* *CD*), glutathione, cysteine and methionine synthesizing enzymes (*gsh*A and *cys* genes), and coenzyme-A (Co-A) metabolizing genes (*dfp* and *coa* *A*) (Supplementary Table S3) imply that the cellular reducing environment could be affected under manganese stress^1^. 

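The glutathione synthesis gene gshA (b2688) rose 2.12-fold in Mn/C (adjusted p = 0.00311). Of the coenzyme A genes, dfp (b3639) rose 5.38-fold (adjusted p = 1e-04) and coaA (b3974) 2.41-fold (adjusted p = 0.00352). The 19 genes named cys on the arrays had a median log2 fold change of 0.38 (fry adjusted p = 0.0245), with 11 higher and 8 lower, and the median was -0.34 with the 75th percentile scaling and with the processed signals of the scanner software. With 1 array left out the adjusted p was 0.00335 to 0.0693. The cysteine synthase gene cysK (b2414) rose 5-fold (adjusted p = 0.00298). The highest value of the family, 2.69, was that of cysT, which the annotation lists as a tRNA gene, and among protein-coding genes alone the family was not past the threshold.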

Consistent with this implication, the chronic manganese exposure has been shown to deplete cellular glutathione level in astrocytes and neurons^31^.

### Affected energy metabolism determines manganese toxicity

To address whether affected energy metabolism or oxidative damage under manganese stress caused cell toxicity, we checked the cell growth and morphology, ATP level, and DNA damage in the presence of iron supplementation and ROS quenchers (TR, SP and TU). We show that the manganese-fed Δ*mnt*P strain harboring a *rec* *A*:*gfp* fusion^42^ exhibited high GFP fluorescence (Fig. 4a), suggesting that manganese stress induces DNA damage. Besides, increased cell filamentation indicates that manganese stress inhibits cell division (Fig. 4a). Both iron and quenchers were found to suppress DNA damage and cell filamentation to some extent (Fig. 4a–c). However, iron supplementation revived cell growth and ATP production, while the quenchers individually or collectively failed to do so (Figs 4d and 2j). Interestingly, iron failed to suppress oxidative stress to the extent observed in the presence of ROS quenchers (Fig. 3a and b). These data confirm that oxidative stress might play a secondary role in manganese toxicity.

**Figure 4:**
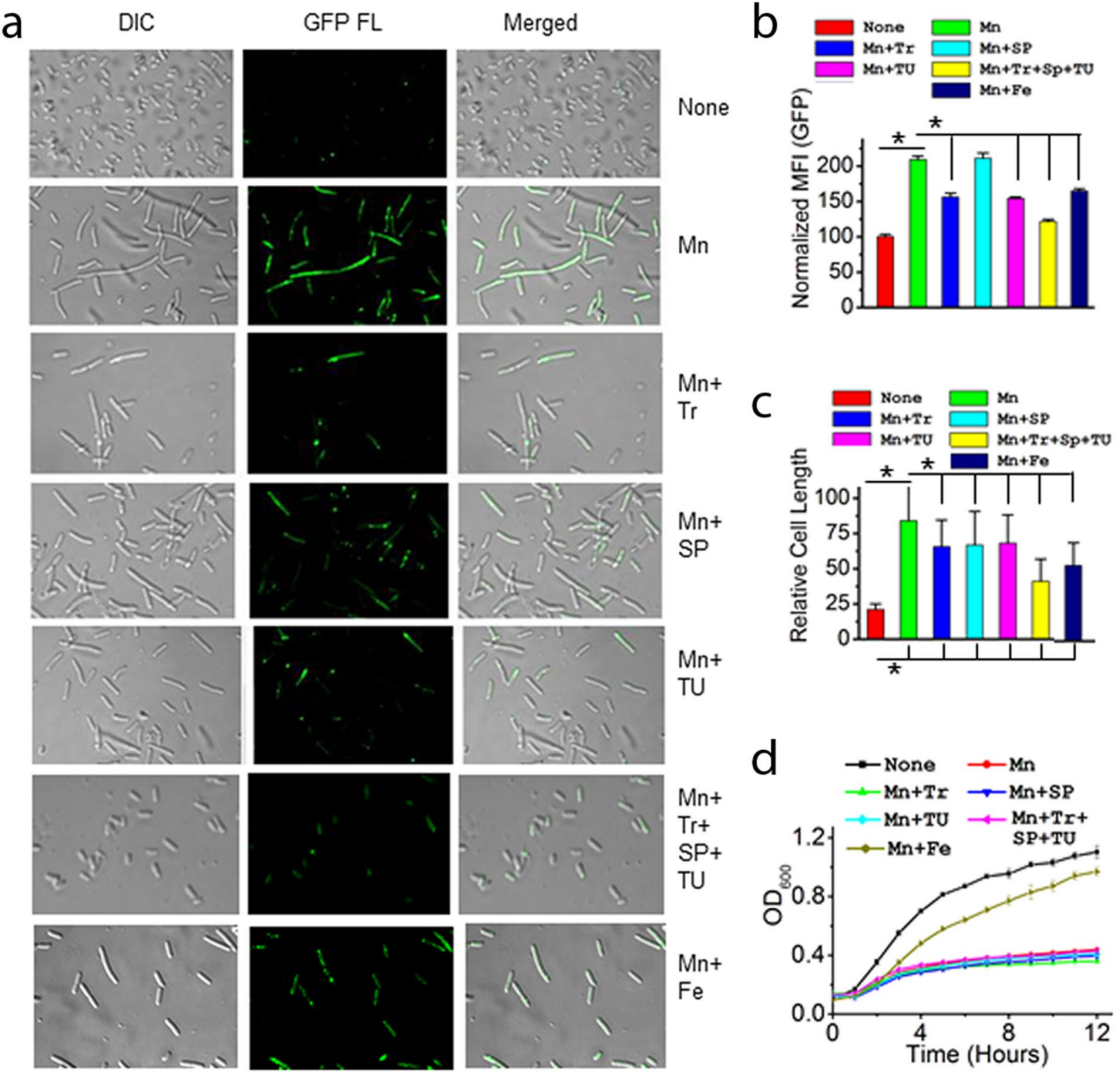
Iron suppresses manganese toxicity, but ROS quenchers failed to do so. **(a)** Confocal microscopy images show that manganese causes cell filamentation and DNA damage. Visibly, iron and ROS quenchers suppressed these phenotypes to some extent. **(b)** Further, GFP fluorescence was quantified by FACS. Normalized MFI values indicate the extents of DNA damages in different conditions. **(c)** The relative cell lengths were measured by confocal images using Image J. software from 75–100 cells. (**d**) The curves show that iron can revive manganese-induced growth arrests, but ROS quenchers failed to do so. Data (B–D) are means ± SD (n = 3); *P < 0.001, paired T-test.

Next, we revisited the pathways to fish out the genes whose differential expressions were reversed by iron supplementation. Iron appeared to resume import of hexose sugars, as indicated by the upregulated expression of the sugar uptake genes (Supplementary Table S4). 

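In (Mn+Fe)/Mn, 37 of the 46 sugar phosphotransferase permease genes were higher, with a median log2 fold change of 0.64. The fry adjusted p was 0.0548, short of the threshold, and 9 of 30 other settings put the family past it. The galactitol genes gatA and gatB rose by 1.67 (adjusted p = 0.0144) and 1.77 (adjusted p = 0.0137), while manY changed by -0.55. Without Mn+Fe 2 the rises of gatA and gatB were 1.43 and 1.58, below 3-fold. Without any 1 of the Mn arrays the adjusted p of both lay between 0.061 and 0.0952. Against control the family remained lower, with a median of -0.50 in (Mn+Fe)/C (fry adjusted p = 0.0202) and 33 of 46 genes below 0. That test was not past the threshold under 10 of 30 other settings, and the median was 0.08 with the scan as a block.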

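With iron added, the 8 genes of the isc operon remained differentially expressed against control, with a median log2 fold change of 3.29 in (Mn+Fe)/C (fry adjusted p = 7.81e-05) and 5.53 for iscU. In (Mn+Fe)/Mn their median was 0.31 (fry adjusted p = 0.294), with 7 of 8 genes higher, and it was -0.28 with the 75th percentile scaling, -0.26 with the processed signals of the scanner software and -1.25 without normalization between arrays. For the heme synthesis genes the median was 0.88 in (Mn+Fe)/C (fry adjusted p = 1.46e-04), a test not past the threshold without normalization. Between Mn+Fe and Mn it was -0.07 (fry adjusted p = 0.993), with 6 genes higher and 6 lower, and 0.07 with the 75th percentile scaling. The change of hemB in (Mn+Fe)/Mn was -0.59 (adjusted p = 0.211).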

Interestingly, iron could not repress manganese-activated *isc* and *hem* genes (p). However, iron repressed manganese-induced *nfu* *A* gene expression (p), suggesting that ISC biogenesis was resumed to some extent. 

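The log2 signal of nfuA was 9.94 ± 0.51 (SD, n = 2) in Mn+Fe. The log2 fold change was -0.90 in (Mn+Fe)/Mn (SE 0.27, adjusted p = 0.0789) and 0.06 in (Mn+Fe)/C (adjusted p = 0.881), or -0.54 in the latter with cyclic loess. The fall with iron is nearly as large as the rise with manganese, but it does not pass the test's threshold with 2 Mn+Fe arrays.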

Besides iron activated the *suf* genes (Supplementary Table S2) which constitute a parallel system for ISC protein maturation and this could be responsible for reviving ISC protein biogenesis. 

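In (Mn+Fe)/Mn all 6 suf genes were higher, with a median log2 fold change of 1.32. The fry adjusted p was 0.0548, and the family was past the threshold under 13 of 30 other settings. The genes sufA, sufB, sufC, sufD, sufE and sufS rose by 1.15, 1.33, 1.24, 1.75, 1.31 and 1.56, with adjusted p of 0.0362, 0.0481, 0.0929, 0.0186, 0.0837 and 0.0437. Only sufD (b1681) was differentially expressed, its log2 signal going from 7.87 ± 0.19 (SD, n = 3) in Mn to 9.62 ± 0.65 (SD, n = 2) in Mn+Fe. Without Mn+Fe 2 its rise was 1.24, below 3-fold, and without any 1 of the Mn arrays its adjusted p was 0.0709 to 0.104. Leaving out 1 array also put sufC above 3-fold (2.07 without Mn+Fe 1) and sufS (1.68 without control 2). Without normalization between arrays sufA changed by -0.03.
In (Mn+Fe)/C the median of the operon was 1.93 (fry adjusted p = 0.00379), and 5 genes were differentially expressed. This test was not past the threshold without normalization or with the row of the slide as a block. Manganese alone gave a median of 0.45 in Mn/C (fry adjusted p = 0.344), which was -0.42 with cyclic loess normalization and -0.69 with the scan as a block.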

Partially resumed aconitase and catalase activities by iron supplementation (Fig. 2b and c) confirm that ISC and heme protein biogenesis were restored to some extent. Reduction in cellular pyruvate pool by iron supplementation (Fig. 2g) also indicates that the carbon sources were consumed well by activated TCA cycle. Downregulation of the manganese-activated SoxR/S and OxyR system (Supplementary Table S3) indicates that the revival of electron transport by iron minimized the ROS production (Fig. 2a). 

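In (Mn+Fe)/Mn the log2 fold change of soxS was -0.72 (adjusted p = 0.355), that of soxR 0.61 (adjusted p = 0.273) and that of oxyR 0.47 (adjusted p = 0.298). Without normalization between arrays oxyR changed by -0.58. The oxidative stress and redox genes as a family had a median of -0.82 (fry adjusted p = 0.0218), with 17 of 20 lower and 0 differentially expressed in the limma fit. The paper picked their groups as raised on the same Mn arrays, which by itself favors a fall in this comparison. The family was not past the threshold under 11 of 30 other settings, among them those without control 3 and without any 1 of the Mn arrays. Its median in (Mn+Fe)/C was 1.15 (fry adjusted p = 6.13e-04), a test not past the threshold without normalization.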

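Among the 42 gene families, 3 had an adjusted p under 0.05 with fry in (Mn+Fe)/Mn, all downward: molybdate import, tRNA thiolation and the oxidative stress and redox genes. The tRNA thiolation genes had a median log2 fold change of -0.50 (adjusted p = 0.0101). At an unadjusted p under 0.05 there were 16 families. The number past the threshold was 12 with camera at its preset correlation, 0 with camera at the estimated correlation, where 1 family had an unadjusted p under 0.05, and 0 to 10 with 1 array left out. The direction also depended on the setting. With camera at its preset correlation 7 families were upward and 5 downward, and with fry on the processed signals 7 and 4. Without control 1 or without control 2 all 3 were again downward. The paper draws on the recovery of sugar uptake and suf gene expression and the lower expression of the SoxR/S and OxyR system with iron. It also reports rescued activities of aconitase, catalase, NADH dehydrogenase I, succinate dehydrogenase and glutamate synthase with iron. Pyruvate, NADH, ubiquinone, cellular pH and oxygen consumption were measured with iron too. With iron and with ROS quenchers it measured growth, cell length, DNA damage, ROS and ATP. From these it reasons that iron restores electron transport and ATP supply while quenching of ROS does not restore growth. From there it proposes which of the effects of manganese comes first.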

All these observations suggests that failure to meet energy demand, but not oxidative stress, is the primary cause of manganese-induced toxicity.

## Discussion

Our study reveals that manganese stress depletes cellular iron affecting carbon and energy metabolisms (Fig. 2, Supplementary Fig. S4). In addition, improper biogenesis of ETC complexes evokes ROS production (Fig. 2). We address several aspects, as described in the results, to demonstrate that ATP depletion plays a pivotal role to arrest DNA metabolism, cell division, and growth and under manganese-mediated toxicity (Fig. 4). Energy crisis may also play a major role in protein misfolding and degradation by inactivating major cellular chaperones, GroEL/ES and DnaK^1^. In addition, ROS may also act as a secondary factor in protein misfolding and proteolysis (Figs 2 and 3, and Supplementary Fig. S2). We summaries our observations in a flow-chart to show how one pathway affects others to build the observed impact under manganese stress (Fig. 5).

**Figure 5:**
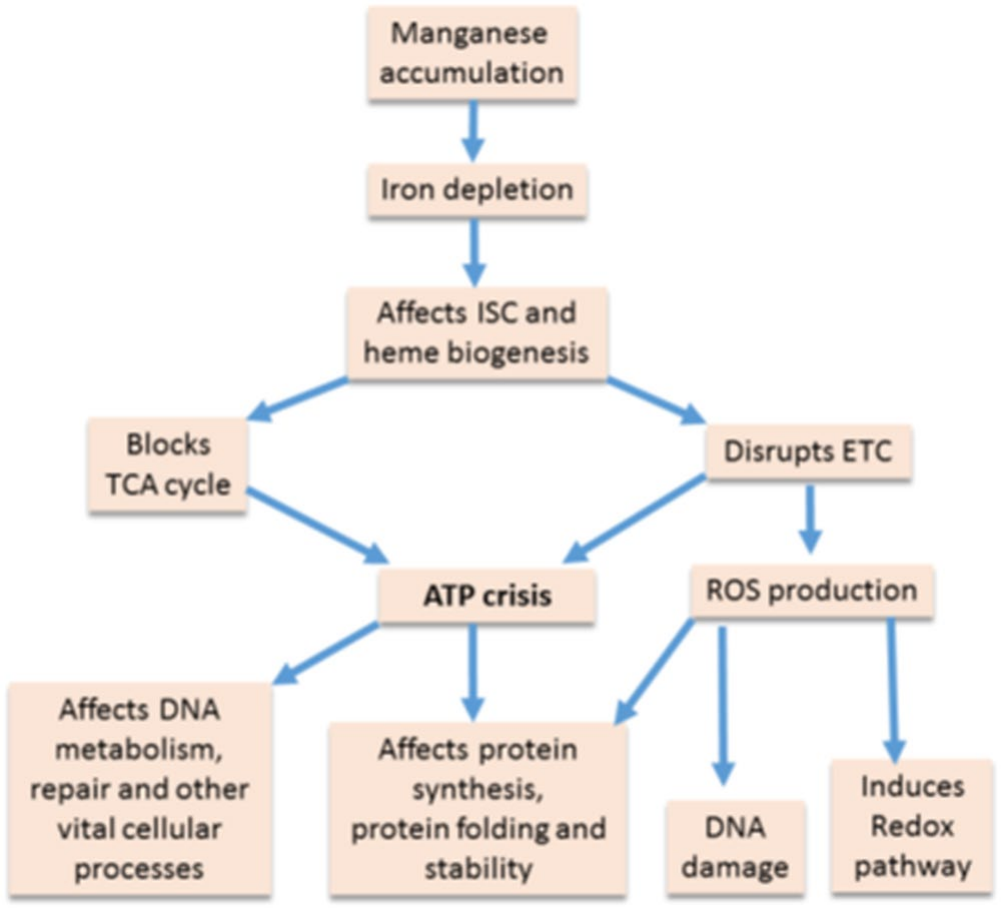
Mechanism of manganese-induced toxicity. Flow-chart showing that manganese accumulation in the cell promotes iron deficiency affecting ISC and heme protein biogenesis. These deficiencies further carbon and energy metabolism to promote ATP crisis in the cells. Flow-chart also shows that affected ISC and heme biogenesis produces ROS. We highlighted that this ATP crisis primarily affects other biological processes, and impair cell growth. On the other hand, ROS could be secondary player to affect some of the cellular proceses.

In humans, the chronic exposure of manganese increases its concentration in basal ganglia region of the brain, causing Parkinson’s like neuropsychiatric syndrome^16,17^. Since manganese exposure propagates ROS, many studies propose that the oxidation of the membrane lipids, DNA, amino acids, neurotransmitters, and other biomolecules exert toxicity under manganese stress^18–21^. However, a number of other studies indicate that energy crisis under manganese stress *in vivo* and *in vitro*, including decreases in the activities of mitochondrial enzymes, in membrane potential, and ATP production, could be the cause of neurodegeneration^20–34^. Consistent with a previous literature that manganese exposure affects mitochondrial aconitase activity^43^, we demonstrated that manganese impairs *E. coli* aconitase function (Fig. 2b). Reduced hexose metabolism in the neuronal cells, and inactivation of glycolytic and TCA cycle enzymes also suggest that energy failure could be the cause of manganese toxicity^30,31^. Consistently, analyzing gene expression profile it appears that manganese stress also affects hexose metabolism in *E. coli* (Supplementary Table S4). Similarly, protein misfolding and proteolysis in the manganese-induced neurodegeneration^44^ can be equated with the proteolysis in the manganese-fed *E. coli* strain (Supplementary Fig. S1, Supplementary Table S2), though mechanism of activation of proteolytic pathways are different in *E. coli* and mammals. Such protein misfolding and degradation can be the result of energy crisis or oxidative stress. Addressing both the possibilities, our study determines that the energy crisis is the primary cause of manganese toxicity in *E. coli*. We must mention here that the exogenous oxidative stress has its ability to induce iron scarcity and manganese abundance, affecting ATP production^5,45,46^. Thus, manganese and iron homeostasis, ATP production and oxidative stress to counterbalance each other under changing environmental milieu. Interestingly, manganese-fed *E. coli* cells elevated relative cellular pH, and pyruvate (Fig. 2k and g). Here, pyruvate could act as a quencher of H_2_O_2_ species under such basic cellular pH^47,48^.

Microarray data indicates that the rewiring of gene expression network in the manganese-fed cells also facilitated aerobic ATP synthesis. First, a complete repression of the genes and operons encoding flagellar biosynthesis and motility proteins (*flg*, *fli*, *mot*, *etc*.) attracts particular attention (Supplementary Table S3). Such rewiring of gene expression implies that cells prioritize ATP production to utilize PMF economically, sacrificing the PMF-driven flagellar movements^1^. 

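All 53 flagella and motility genes were lower in Mn/C, with a median log2 fold change of -3.24 (fry adjusted p = 1.32e-04), and 49 were differentially expressed. The range was from -5.20 for flgD (b1075) to -0.88 for fliY (b1920), which was -1.76 without control 2. The flagellin gene fliC (b1923) had a log2 signal of 13.03 ± 0.25 in control, 9.26 ± 0.51 in Mn (SD, n = 3 each) and 5.82 ± 0.08 in Mn+Fe (SD, n = 2). Its log2 fold change was -3.77 in Mn/C (adjusted p = 3.79e-05) and -3.44 in (Mn+Fe)/Mn (adjusted p = 0.00319). The family's median in (Mn+Fe)/C was -4.08 (fry adjusted p = 1.6e-04). The difference between Mn+Fe and Mn over the family, a median of -0.87 with 46 of 53 lower, had a fry adjusted p of 0.122, and it was 0.02 with the 75th percentile scaling.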

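All 9 genes of the ATP synthase operon were higher in Mn/C, with a median log2 fold change of 1.61 (fry adjusted p = 4.4e-05), and 5 were differentially expressed, atpA, atpB, atpF, atpG and atpH. The range was from 0.86 for atpI to 3.88 for atpF (b3736), whose control signals were low at a log2 value of 3.29 ± 0.45 (SD, n = 3). The NADH dehydrogenase II gene ndh (b1109) rose 7.96-fold (adjusted p = 2.06e-04). Of the 13 nuo genes, 12 were higher, with a median of 1.04 (fry adjusted p = 0.00518), and 0 reached the 3-fold criterion in the limma fit. The largest change was that of nuoF, 1.45, which was 1.62 without control 3, above 3-fold. The nuo family was not past the threshold with cyclic loess, with the row of the slide as a block or with the scan as a block.
The succinate dehydrogenase genes sdhC, sdhD, sdhA and sdhB had log2 fold changes of 1.40 (adjusted p = 0.00916), 0.31, -0.35 (adjusted p = 0.323) and 0.16. Without control 1 the rise of sdhC was 1.63, above 3-fold. With the 75th percentile scaling sdhC, sdhD and sdhB were -0.30, -1.43 and -1.73. The median of 0.23 over the operon (fry adjusted p = 0.344) was -1.50 with the 75th percentile scaling, -1.66 with the processed signals of the scanner software and -0.03 without normalization, so that the direction of this operon is set by the scaling.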

Second, for effective utilization of limited iron cofactors for ATP production, manganese stress activated ATP synthase (*atp*), and aerobic respiratory genes (the *ndh*, *nuo* and *sdh*, *ubi*) (Supplementary Table S3). 

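The transporter genes cydC (b0886) and cydD (b0887) rose 3.89-fold (SE 0.36 on the log2 scale, adjusted p = 0.00234) and 2.57-fold (SE 0.30 on the log2 scale, adjusted p = 0.00518) in Mn/C. Without control 3 the rise of cydD was 1.62 on the log2 scale (adjusted p = 0.0102), above 3-fold.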

Third, activation of *cyd* *CD* genes (Supplementary Table S3), which encodes glutathione/L-cysteine exporter protein^1^, indicates that the manganese-fed cells prepares itself to maintain periplasmic redox state, helping heme ligation during cytochrome-*bd* assembly. 

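The cytochrome c maturation genes ccmA to ccmF and ccmH had a median log2 fold change of -1.10 in Mn/C (fry adjusted p = 0.00214), with 6 of 7 lower. The gene ccmB (b2200) was differentially expressed, at -2.05 (SE 0.25, adjusted p = 2.76e-04). The gene ccmH (b2194) changed by 0.67 (adjusted p = 0.11), but by -1.53 with the 75th percentile scaling and -1.90 with the processed signals of the scanner software. With camera the family was not past the threshold.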

On the contrary, downregulation of *ccm* genes (Supplementary Table S2), which encodes heme-assembling protein complex required for cytochrome-*c* biogenesis^1^, indicates that manganese toxicity may block the utilization of heme for anerobic respiration. Furthermore, since the function of many other anaerobic respiratory proteins depends heavily on ISC, heme and Moco prosthetic groups^1^, manganese stress repressed the genes in the anaerobic (nitrate, nitrite, xanthine, DMSO and fumarate) respiratory pathways (Supplementary Table S3), favoring iron utilization for aerobic respiration. In addition, downregulation of nitrogen respiration genes (Supplementary Table S3) could inhibit the production of nitric oxide (NO∙) and peroxynitrite radical (ONOO∙), which are highly damaging to glycolytic and ETC enzymes^49,50^. Therefore, cessation of NO∙ synthesis under manganese stress may prevent further damage to the impaired ETC. 

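In Mn/C the nitrate and nitrite respiration genes had a median log2 fold change of -1.40 (fry adjusted p = 2.64e-04), with all 31 lower and 14 differentially expressed. The 8 DMSO reductase genes had a median of -4.33 (fry adjusted p = 1.11e-04), and 7 were differentially expressed. The gene dmsA (b0894) went from a log2 signal of 10.41 ± 0.13 to 5.48 ± 1.02 (SD, n = 3 each), a log2 fold change of -4.93 (adjusted p = 7.06e-05). The xanthine dehydrogenase genes xdhA to xdhD had a median of -2.28 (fry adjusted p = 1.76e-04). The fumarate reductase genes frdA, frdB, frdC and frdD were all differentially expressed, with a median of -2.75 (fry adjusted p = 1.76e-04). Without normalization between arrays the frd operon was not past the threshold. The medians of these 4 families in (Mn+Fe)/C were -0.86, -4.66, -1.83 and -1.99.

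**Figure D5:**
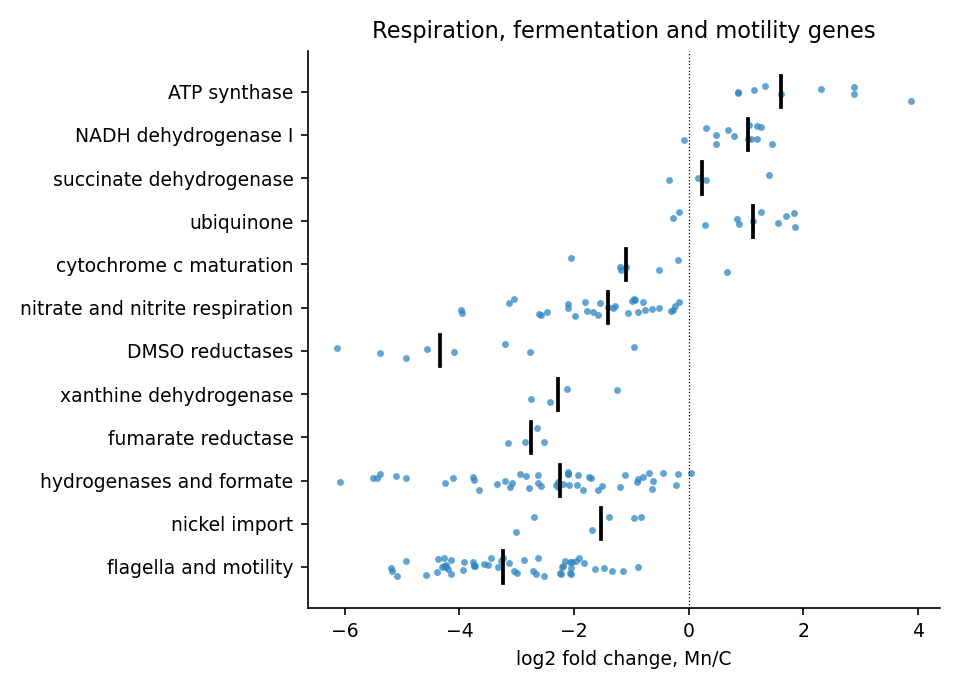
Log2 fold change in Mn/C of each gene (points) of 12 families, with the median of each family (black bar). The medians run from 1.61 for ATP synthase to -4.33 for the DMSO reductases; that of succinate dehydrogenase, 0.23, is negative with the 75th percentile scaling, with the processed signals and without normalization.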

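Among the nitrate and nitrite genes, the transporter gene narK (b1223) fell most in Mn/C, from a log2 signal of 7.96 ± 0.45 in control to 3.99 ± 0.51 in Mn (SD, n = 3 each), a log2 fold change of -3.97 (SE 0.33, adjusted p = 4.91e-05). The nitrite reductase gene nirB (b3365) changed by -0.51 (SE 0.38, adjusted p = 0.288), and by 0.62 with the scan as a block.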

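The genes of the tdc operon and of the hydrogenase and formate groups hya, hyb, hyc, hyf and hyp with fdhF numbered 48 on the arrays. In Mn/C 47 were lower, with a median log2 fold change of -2.24 (fry adjusted p = 6.67e-05), and 34 were differentially expressed. The propionate kinase gene tdcD (b3115) had a log2 signal of 13.83 ± 0.15 in control and 7.75 ± 1.28 in Mn (SD, n = 3 each), a log2 fold change of -6.08 (SE 0.58, adjusted p = 9.8e-05). Against control, the median with manganese and iron was -1.83, and 24 genes were differentially expressed.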

Third, manganese toxicity repressed formate-metabolizing genes (*tdc*, *hyb*, *hyd*, *hyc, hyf*, *frd* etc.) (Supplementary Table S4). Such repression also curtailed unwarranted utilization of ISC and heme by formate-metabolizing enzymes. In addition, these enzymes require nickel-iron (Ni-Fe) cluster for their functions^1^. 

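The nickel import genes nikA to nikE and nikR were all 6 lower in Mn/C, with a median log2 fold change of -1.54 (fry adjusted p = 0.00412), and nikB, nikC and nikE were differentially expressed. The change of nikC (b3478) was -3.01 (SE 0.58, adjusted p = 0.00284) and that of nikA (b3476), the periplasmic binding protein gene, -0.95 (SE 0.33, adjusted p = 0.037). With the scan as a block nikA was 0.35 and the family was not past the threshold. With manganese and iron against control the median was -0.91 (fry adjusted p = 0.0404), with 0 genes differentially expressed in the limma fit, and 19 of 30 other settings left that comparison short of the threshold.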

Our data show that the repression of the nickel (Ni) transporter gene (*nik*) (Supplementary Table S4) reduced Ni level (Fig. 2a) in the manganese-fed cells. This low nickel level would be a limiting factor for Ni-Fe cofactor production.

Activation of the peptidoglycan and envelope component (fatty acids, lipids, and biotin) biosynthesis genes (Supplementary Table S4) raises a question whether poor envelope biogenesis in the manganese-fed cells was also affected. 

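The 14 peptidoglycan genes had a median log2 fold change of 1.06 in Mn/C (fry adjusted p = 4.25e-04), with 13 higher and ddlB, murA and murB differentially expressed. The gene murA (b3189) rose 5.5-fold (adjusted p = 1.46e-04). The fatty acid genes had a median of 0.94 (fry adjusted p = 0.0014), with 13 of 15 higher, up to 2.51 for fabZ, and fabZ, fabG, accA and accD differentially expressed.
The biotin genes bioA, bioB, bioC, bioD, bioF and bioH had a median of -0.68 (fry adjusted p = 0.0368), with 5 of 6 lower and 0 differentially expressed in the limma fit. The gene bioA changed by 0.09 (adjusted p = 0.722), but by -2.11 with the 75th percentile scaling. The gene bioF (b0776) was dim on every Mn array, so that its fall was at least 2.4-fold. Its fitted change of -1.58 was just below 3-fold, and it met the criteria without control 1 (-1.82), control 3 (-1.60), Mn 2 (-1.63) or Mn+Fe 2 (-1.59). The biotin family lost its place past the threshold under 13 of 30 other settings, and with 1 array left out its adjusted p was 0.011 to 0.11 and its median -1.04 to -0.39.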

We observed that the viability of manganese-fed cells was reduced considerably compared to the unfed cells upon SDS/EDTA treatment (Supplementary Fig. S6). Treating the cells with lysozyme or ultrasound also reduced the survivability of manganese-treated cells (Supplementary Fig. S6), suggesting that overall membrane biogenesis is profoundly affected. Supplementation of iron improved the survivability, which was almost comparable to the survivability of unfed cells (Supplementary Fig. S6), suggesting that manganese stress damages cell envelope by impairing iron metabolism. Therefore, apart from the scarcity of ISC, heme, NADH and ubiquinone, the damaged envelope under manganese stress could also failed to maintain a robust proton gradient across the membrane, lowering ATP synthesis.

## Materials and Methods

### Bacterial strains, phages, growth conditions

Δ*mnt*P and other knockout strains of *E. coli* used were collected from KEIO library^29^. Double knockout mutants were generated as described^51^. An automated BioscreenC growth analyzer (Oy growth curves Ab Ltd.) was used to generate growth curves. Overnight culture of Δ*mnt*P strain was diluted 100 times in fresh LB medium and grown in the presence and absence of 1 mM MnCl_2_, or 1 mM MnCl_2_ + 0.5 mM FeCl_3_) for 2 hours followed by microarray, real-time PCR and proteomics analysis. ODs of the Δ*mnt*P cultures were kept less than 0.4 for microarray, 2D proteomics and all biochemical assays. The *E. coli* cells harvest point has been shown in the Supplemetary Fig. S7.

### Microarray and proteomics experiments

The mRNA isolation, quality control, sample labeling, single color hybridizations with E coli_Gxp_8 × 15 K array from Agilent technologies, scanning and feature extraction was done at Genotypic Pvt. Ltd., Bangalore. The raw data thus obtained was analyzed by in-house coded R Scripts (https://cran.r-project.org/). For 2D experiments, the proteins were extracted from the manganese-fed and unfed cells by methanol/chloroform method^52^. The 1^st^ dimensions of 2D gels were performed using BioRad pI strips (17 cm, 3–10 L). The 2^nd^ dimension SDS-PAGE was done using 15% resolving gels.

### ICP-MS to determine intracellular metal level

Metal contents were determined by ICP-MS facility provided by Punjab Biotechnology Incubator, Mohali, India. The metal concentration in the cell was determined by normalizing them to a total intracellular protein concentration of 300 mg/ml, as described previously^5^.

### Measurement of survivability

Δ*mnt*P cells were grown in LB broth in the presence or absence of 1 mM MnCl_2_ up to 2 hours. One portion of the cell cultures was perturbed with SDS/EDTA (0.05% SDS/0.8 mM EDTA) for 10 minutes^53^. Next, the cells were serially diluted to spread them on LB agar surface. Colonies were counted next day and compared with the numbers of colonies appeared from unperturbed cells to calculate the survivability. Similarly, cells were treated with lysozyme (10 μg/ml) for 10 minutes, or sonication (10 seconds pulse) and the survivability calculated.

### Biochemical assays

Relative ATP measurement was done using ATP Bioluminescence Assay Kit CLS II, Roche. ROS levels were detected by H_2_DCFDA and DHR123 fluorescent dyes (Thermo-Fisher). We used DHR123 probe along with 10 µM ferrous ammonium sulfate to detect extracellular H_2_O_2_. 10 mM of each ROS quenchers (tiron, thiourea and sodium pyruvate) were used. The fluorometric intracellular pH assay kit (Sigma) was used to monitor intracellular pH change. Colorimetric assay using methylene blue has been performed in a tightly sealed microfuge tube containing growing *E. coli* cells in the aerated LB medium. Reazurine dye has been added in the aerobically growing bacterial culture to see the color change. Colorimetric assay kits (Abcam) were used to detect relative levels of pyruvate, NAD, NADH in the manganese-fed, (manganese + iron)-fed and unfed cells. Aconitase, catalase, NDH-1, SDH, and glutamate synthase (GS) assays were performed, as described^54–57^. Relative ubiquinone level in the cells was determined as described by Chehade *et al*.^58^.

### Confocal microscopy and flow cytometry experiments

Imaging was done using Nikon confocal microscope using 488 laser. Flow cytometry experiments were performed using BD FACS acuri instrument for 0.1 million cells using FL1 laser. The relative cell lengths were measured by confocal images using Image J. software from 75–100 cells.

### Data Availability

All data generated or analyzed during this study are included in this published article, and its Supplementary Information files). The detailed microarray array raw and normalized data were deposited in the GEO database with accession number GSE88906.

## Electronic supplementary material

Supplementary materials

# Supplementary material for: Affected energy metabolism under manganese stress governs cellular toxicity
**Source:** Sci Rep. 2017 Sep 19;7:11645. doi: 10.1038/s41598-017-12004-3

## **Supplementary material**

### **Affected energy metabolism under manganese stress governs cellular toxicity**

Gursharan Kaur<sup>1, 2, 3</sup>, Vineet Kumar<sup>1, 3</sup>, Amit Arora<sup>1</sup>, Ajay Tomar<sup>1</sup>, Ashish<sup>1</sup>, Runa Sur<sup>2</sup>,

Dipak Dutta<sup>1, 4</sup>

Kolkata, India

<sup>3</sup>Equal contributions

<sup>4</sup>Corresponding author

## **Materials and Methods**

### **Growth condition for microarray analysis**

Overnight culture of  $\Delta mntP$  strain was diluted to 1:100 in Luria broth and grown in the presence or absence of  $MnCl_2$  (1mM) and  $MnCl_2$  supplemented with 0.5mM  $FeCl_3$  for 2 hours at 37°C. 2.5 ml stop solution (5% phenol in ethanol) was added in 25 ml of growing culture for 10 minutes to prevent the RNA degradation and the cell pellets were collected by centrifuging at 5000 rpm for 10 minutes at 4°C.

### **RNA Extraction and RNA Quality Control for Microarray**

*E. coli* pellet was re-suspended in 300ul of 5mg/ml lysozyme and incubated at Room Temperature (RT) for 30 min. Isolation of RNA from *E. coli* was carried out by using Qiagen RNeasy mini kit (Cat # 74106) as per manufacturer's guidelines including DNase treatment step. The purity of the RNA was assessed by using the Nanodrop Spectrophotometer (Thermo Scientific; ND-1000) and the integrity of the RNA was analyzed on the Bioanalyzer (Agilent; 2100). We considered RNA to be of good quality based on the 260/280 values (Nanodrop), rRNA 28S/18S ratios and RNA integrity number (RIN) (Bioanalyzer).

### **Microarray Labeling**

The sample labeling was performed using Quick-Amp Labeling Kit, One Color (Agilent Technologies, Part Number: 5190-0442). 500ng of each samples were denatured along with WT primer with a T7 polymerase promoter. The cDNA master mix was added to the denatured RNA sample and incubated at 40°C for 2 hours for double stranded cDNA synthesis. Synthesized double stranded cDNA were used as template for cRNA generation. cRNA was generated by *in vitro* transcription and the Cyanine-3-CTP (Cy3- CTP) dye

incorporated during this step and incubated at 40°C for 2:30 hours. The Cy3-CTP labeled cRNA sample was purified using Qiagen RNeasy column (Qiagen, Cat # 74106). The concentration of cRNA and dye incorporation was determined using Nanodrop-1000.

### **Microarray hybridization and scanning**

About 4 microgram of labeled Cy-3-CTP cRNAs were fragmented at 60°C for 30 minutes and the reaction was stopped by adding 2X GE HI-RPM hybridization buffer (Agilent Technologies, In situ Hybridization kit, Part Number 5190-0404). The hybridization was carried out in Agilent's Surehyb Chambers at 65°C for 16 hours. The hybridized slides were washed using Gene Expression Wash Buffer1 (Agilent Technologies, Part Number 5188-5325) and Gene Expression Wash Buffer 2 (Agilent Technologies, Part Number 5188-5326) and was scanned using Agilent Scanner (Agilent Technologies, Part Number G2600D). Data extraction from the images was done using Feature Extraction Software Version 11.5.1.1 of Agilent.

### **Microarray data analysis**

Microarray data analysis was undertaken by in-house coded R Scripts (<https://cran.r-project.org/>). Processing of raw data into expression profiles was achieved by utilizing the packages limma and affy. Heatmaps were generated by the package ggplot2. Probe intensities were converted into expression measures by standard procedures. Briefly- the design-sets depicting the "control/test" arrays were carefully generated by reading the raw data from MA image files. Background correction was done by the method "normexp". This data was quantile normalized (between arrays depending on the design set) and within array replicates were averaged. 

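Normexp models each spot as the sum of a normally distributed background and an exponentially distributed signal, and returns the expected signal, which is positive even for a spot at the level of its background. Quantile normalization then gives every array of a set the same distribution of signals, so that a gene is compared by its rank. The methods do not name the normexp offset, and they describe the design sets as control and test arrays without listing the arrays of each set. With an offset of 16 in place of 0, 605 genes were differentially expressed in Mn/C, all of them among the 878. The normalized table of the authors had a Pearson r of 0.991 to 0.999 per array with the signals at an offset of 16 and of 0.984 to 0.992 with those at 0. When each comparison was normalized with its own arrays alone, 895 genes were differentially expressed in Mn/C and 871 of these were among those found with all 8 arrays together. For (Mn+Fe)/C the same change gave 364 genes.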

Model fitting and empirical

Bayes statistical analysis was done using lmFit() and eBayes() methods. This analysis was repeated independently for only protein coding genes and intergenic regions.

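The arrays carry 14268 spots for genes and 940 for intergenic regions, besides 459 positive and 77 negative control spots. Normalizing and fitting the 4094 protein-coding genes alone gave 837 differentially expressed genes in Mn/C, of which 833 had the same direction and criteria met with all genes.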

### **Real Time PCR**

Bacterial mRNAs were isolated by Trizol reagent method using Qiagen Kit. The RNA concentration was determined by a Nano-drop spectrophotometer. 250ng-500ng of RNA samples and one-step reaction mixture (Invitrogen) were used for RT-qPCR. At least three independent experiments were conducted for each primer pairs and fold changes were determined from  $C_t$  value differences between manganese-fed and unfed samples.

### **2D gel eletrophoresis**

Mn-fed (1mM) or -unfed cells were resuspended in lysis buffer (20 mM Tris, pH 8, 200 mM NaCl, 0.3% SDS, Complete™ protease inhibitor cocktail (Roche), DNase I and RNaseA) and lysed by sonication. Proteins were extracted by methanol/chloroform method as described<sup>30</sup>. Dried protein samples were allowed to dissolve overnight in 7 M urea, 2 M thiourea, 4% w/v CHAPS. Total protein was estimated by Bradford reagent (Biorad). 1<sup>st</sup> dimension of 2D gel was performed using BioRad pI strips (17cm, 3-10L). Equal amounts of proteins (1mg/strip) were mixed with Bio-Rad IEF buffer along with ampholytes 3-10 and soaked to the pI strips under an overlay of mineral oil for 14 hours. IEF was performed in Protein IEF Cell (BioRad) for 40,000 Volt-Hour using a preset program. The 2D strips were removed from the IEF cell. Mineral oil was removed by soaking it with wet Whatman filter paper and incubated with SDS PAGE gel loading dye solution for 30 minutes. 10% and 14% resolving SDS-PAGE gels were prepared leaving 2 centimeter gap on the top using a BioRad vertical electrophoresis system. The stained pH strip was placed horizontally in the gap on the top of the gel and between two glass plates.

Low melting agarose was poured to remove any bubble between polyacrylamide and pH strip. The 2<sup>nd</sup> dimension electrophoresis was performed at 100 volts till the dye front reaches at the bottom. 2D gels were stained with coomassie brilliant blue R (CBB-R) and documented, as represented in the Fig. 1B. The protein spots which are labeled in the gel (Fig. 1B) were excised and trypsinized accordingly<sup>59</sup>.

### **In-gel trypsinization of 2D spots**

Each spot was excised with sterile blade, collected in a microfuge tube and chopped into smaller pieces. All samples (spots) were washed with sterile water and resuspended in 200-500µl destaining solution (100mM ammonium bicarbonate and acetonitrile (ACN) mix (1:1)), for 30 minutes at room temperature. Tubes were centrifuged for 5000rpm for 1 minute and supernatant was discarded. The gel pieces were resuspended in 100-200µl ACN for another 30 minutes at room temperature. The centrifugation step was repeated, liquid discarded and gel pieces dried in speed vacuum centrifuge for 30 min at 30°C. The protein samples were dissolved in 30-50µl of Trypsin-HCl buffer (13ng/µl trypsin) (Promega) prepared in 50mM ammonium bicarbonate and 1mM HCl and kept for 2 hours at 37°C. The tubes were centrifuged briefly and 5-10 µl of sample elutes were taken for MS/MS.

### **Tandem MS/MS analysis**

All experiments of MS and tandem MS were performed on an AB SCIEX MALDI TOF/TOF 5800 mass spectrometer with delayed extraction time 450 nanosecond to obtain maximum resolution. Matrix was prepared from  $\alpha$ -cyano-4-hydroxyl cinnamic acid in 50% acetonitrile plus 0.1% TFA. Trypsinized samples and matrix were mixed in 1:1 ratio. MS data was acquired at a laser repetition rate of 400Hz with total 1600 laser shots/spectrum. Tandem MS data was acquired at 1000Hz in 1KV MS/MS mode with 2000 laser

shots/spectrum. Experiments were performed without DynamicEXIT algorithm and interpretation method was set for 40 strong precursors. TOF/TOF Explorer Series software was used for data acquisition and processing. The MS/MS files were analyzed by Mascot program (<http://www.matrixscience.com/>) to identify the proteins.

### **ICP-MS to determine intracellular metal levels**

To determine the cellular metal contents, we grew the  $\Delta mntP$  strain of *E. coli* in the presence or absence of manganese. After three hours, the cell pellets were harvested and washed twice in milliQ water containing 1mM EDTA to remove cell surface bound metal ions. The cell pellets were dissolved in 2 ml of clean double distilled water and protein content was measured from a portion of the suspension. The remaining amount of cell suspensions were digested with concentrated nitric acid and 30% H<sub>2</sub>O<sub>2</sub>. The digested samples were filtered to get rid of any particles and metal contents were determined by ICP-MS facility provided by Punjab Biotechnology Incubator, Mohali, India. The metal concentration in the cell was determined by normalizing them to a total intracellular protein concentration of 300mg/ml, as described previously<sup>5</sup>.

### **Aggregated protein isolation from the cell extract**

Cell pellets from 50 ml  $\Delta mntP$  strain (Mn-fed or unfed) were harvested, suspended in 250  $\mu$ l of buffer A (10mM potassium phosphate buffer, pH 6.5, 1mM EDTA, 20% sucrose, 1mg/ml lysozyme) with protease inhibitor cocktail (Roche), and incubated for 30 minutes. 500  $\mu$ l of buffer B (10mM Potassium phosphate buffer, pH 6.5, 1mM EDTA) was added thoroughly; samples were flash frozen in liquid nitrogen, and sonicated briefly. The cell lysates were centrifuged at 2000g for 10 minutes to remove cell debris and intact cells. The protein concentrations in the supernatants were estimated by Bradford reagent

(BioRad). 200 µg of total proteins from each samples were taken out and mixed with the loading dye to visualize in the SDS-PAGE. The lysed cells containing equal amount of proteins were centrifuged at 15000g for 45 minutes at 4°C. The pellets with inclusion bodies or aggregated proteins were resuspended in 500 µl buffer B and centrifuged again at 15000g for 45 minutes at 4°C. Pellets were collected and washed with 10% NP-40 and centrifuged at 15000g to remove membrane components. Pellets were finally resuspended in 30 µl buffer B for SDS-PAGE analysis.

### **Western Blotting**

*ΔmntP* cells were grown to log phase in the presence and absence of 1mM manganese for 2 hours. Subsequently, 20µg/ml chloramphenicol and 10 µg/ml tetracycline were added to the culture and cells were collected at 0 15, 30 min time points and washed with saline before sonication in lysis buffer (20 mM Tris, pH 8, 200 mM NaCl and protease inhibitor cocktail buffer). Protein concentration was estimated by Bradford and equal amount of lysate were loaded for control and treated samples in 12% SDS-PAGE. Semi-dry transfer system was used to transfer proteins onto nitrocellulose membrane for 1hr at constant volt (10V). The blot was blocked in 5% skimmed milk in TBST (Tris-NaCl buffer with 0.01% Tween-20) buffer, followed by incubation with primary antibody (rabbit anti-TF) (Sigma) and secondary antibody (Goat anti-rabbit HRP conjugate) for 1 hour at room temperature followed by three washes with TBST after each incubation. The blot was developed with WesternBright™ ECL western blotting detection kit (Advansta) and observed in BioRad Imager. Scion image software was used to measure anti-TF band intensities and normalizations were done against band intensity at 0 minutes.

### **Aconitase activity assay**

Cell pellets were resuspended in 1ml of aconitase lysis buffer (0.1mM Tris-HCl, pH 8.0, 0.1M KCl, 1mM PMSF, and 0.6ug/ul lysozyme), and lysed by 5-6 cycles of freeze & thaw in liquid nitrogen. The lysate was centrifuged at 14000 rpm for 10 min at 4°C. Aconitase assay was performed by adding 100ug of protein to 200ul of 1X aconitase assay buffer (0.6mM MnCl<sub>2</sub>, 25mM sodium citrate, 0.25mM NADP<sup>+</sup>, 50mM Tris-HCl, pH 7.6). The OD was recorded at 340nm. Absorbance is directly proportional to the cellular aconitase activity. Relative aconitase activity was calculated against per milligrams of cellular proteins.

### **Catalase activity assay**

Catalase assay was performed by foam forming ability of the *ΔmntP* strain carrying mutated plasmids in the presence of H<sub>2</sub>O<sub>2</sub>, as described<sup>33</sup>. Briefly, manganese-fed and unfed cells pellets were harvested from 10 ml log phase cultures and resuspended in 100μl normal saline. 25 μl was used to estimate the proteins and remaining portions were placed in the narrow glass test tubes. Addition of concentrated H<sub>2</sub>O<sub>2</sub> produced foam in the tube. The heights of the foam correspond to the activity of the cellular catalases. Relative catalase activity was calculated against per milligrams of cellular proteins.

### **NDH-1 and SDH activity assays**

NDH-1 and SDH assays were performed as mentioned<sup>57</sup>. Briefly, untreated, manganese-fed and iron-supplemented cells were collected by centrifugation. The cell pellets were suspended in 50 mM MES buffer (pH 6.0) with 10% glycerol and lysozyme 50μg/ml, and disrupted by sonication. Cell debris were separated by low speed centrifugation. One-halves of the cell extracts were directly used to test NDH-1 activity.

The other-halves of the cell extracts were used to prepare membrane fraction centrifuging at 45,000 *g* for 2 hours. For NDH-1 activity assay, a specific substrate, deamino-NADH has been used. The oxidation of deamino-NADH was monitored using a spectrophotometer at 340 nm ( $\epsilon_{\text{NADH}} = 6.22 \text{ mM}^{-1} \cdot \text{cm}^{-1}$ ), in a reaction mixture containing 50 mM MES (pH 6.0), 10 % glycerol, 200  $\mu\text{M}$  deamino-NADH. Relative NDH-1 activities were determined against per milligrams of cellular proteins. For SDH activity assay, the membrane fraction was suspended in the same buffer, and dichlorophenol indophenol (DCPIP) reduction was monitored in 50 mM Tris-HCl (pH 7.5), 4 mM succinate, 1 mM KCN for 30 min at 30°C. The activity was determined spectrophotometrically by following the phenazine ethosulfate (PES)-coupled reduction of DCPIP at 600 nm ( $\epsilon_{\text{NADH}} = 20.7 \text{ mM}^{-1} \cdot \text{cm}^{-1}$ ), in a reaction mixture containing 50 mM Tris-HCl (pH 7.5), 4 mM succinate, 1 mM KCN, 400  $\mu\text{M}$  PES and 50  $\mu\text{M}$  DCPIP. Relative SDH activities were determined against per milligrams of cellular proteins.

#### **Glutamate synthase (GS) assay**

GS assays were performed as mentioned<sup>58</sup>. Briefly, growing cells were collected by centrifuging at 12000 *g* for 10 min. The cell pellets were sonicated in the buffer containing 0.1 M KCl and 0.5% (v/v) 2-mercaptoethanol, adjusted to pH 7.6, and centrifuged to remove cell debris. GS activity was determined using a spectrophotometer by following the glutamine-dependent oxidation of NADPH at 340 nm. The reaction mixture contained 50 mM HEPES buffer pH 8.5, 1% (v/v) 2-mercaptoethanol, 3.65 mM glutamine, 3 mM 2-oxoglutarate, 0.2 mM NADPH and 0.1 ml cell-free extract in a final volume of 1 ml. Relative GS activities were normalized per milligram of cellular proteins.

### **Estimation of intracellular NAD and NADH**

Abcam colorimetric assay kit was used to estimate NAD/NADH levels. 10 ml log phase culture of *E. coli* was grown in the presence or absence of 1mM MnCl<sub>2</sub> or MnCl<sub>2</sub>+0.5mM FeCl<sub>2</sub> for 2 hours and washed with cold PBS. Extraction of NADH/NAD were done by adding 400 µL of extraction Buffer followed by 4 freeze-thaw cycles on liquid nitrogen and by sonicating briefly. The lysates were centrifuge for 5 minutes at 4°C at 15000 rpm. The supernatants were collected and passed through 10kD spin column to remove NAD/NADH decomposing before performing the assay. Half of the filtrates were used directly with assay reagents to measure total NAD levels (NAD<sub>t</sub>=NAD+NADH). Remaining halves were incubated at 60°C for 30 minutes to decompose NAD, and assay was performed to measure NADH levels. Relative NAD or NADH levels were calculated against per milligrams of cellular proteins.

### **Determination of intracellular ATP level**

Relative ATP measurement was done using ATP Bioluminescence Assay Kit CLS II, Roche. Briefly, cell pellets were collected and washed in 1X PBS. The cell pellets were resuspended in pre-boiled ATP extraction buffer (100 mM Tris, pH 7.75 and 4mM EDTA, pH 8.0) and one small portion was taken out to measure protein concentration. The remaining portions were incubated for 2 minutes at 100°C. The samples were centrifuged for 5 minutes at 1000g and the supernatant was transferred to the fresh microfuge tubes. 50µl of sample and 50 µl of luciferase reagent were added in Black 96 well microplate and luminescence were recorded using a luminometer. The relative light unit (RLU) values were recorded. Standard curve was generated using known ATP concentrations. Finally, ATP levels were normalized against per milligrams of proteins.

### **Probing the intracellular and extracellular reactive oxygen species (ROS)**

ROS species were detected by H<sub>2</sub>DCFDA and DHR123 fluorescent dyes (ThermoFisher). To measure the intracellular ROS using flow cytometry, approximately equal number of cells were taken (different conditions) and pellet was done. Cell pellet was washed with 1X PBS and distributed in two parts. In one part 1X PBS was added and in another part equal volume of 10 $\mu$ M H<sub>2</sub>DCFDA dye was added. Staining was done for one hour and the data was acquired using FACS acuri (BD) at FL1 laser for 0.1 million cells. The background fluorescence values of the cells were subtracted and the data were normalized by side scattering values. We also used a fluorimeter to measure total cellular fluorescence under different conditions. For this, equal mass of the cell pellets from manganese-fed, iron-supplemented and unfed control were collected. The cells were incubated with or without 10 $\mu$ M H<sub>2</sub>DCFDA or 200nM DHR123 probes. The cell pellets were collected by centrifugation, and were washed twice with the ice-cold PBS buffer. The resuspended cell pellets were divided into two equal halves. One-half was used to measure the fluorescence values originated by the internal oxidation of dye by cellular •OH species using a standard fluorimeter. The other half was incubated with 20mM H<sub>2</sub>O<sub>2</sub>, expecting that the H<sub>2</sub>O<sub>2</sub> to enter the cells and produce enough •OH species to oxidize all dye molecules present in the cells. The background fluorescence of untreated cell suspensions were subtracted. We normalize the fluorescent values by the total fluorescence of the cellular dyes observed under H<sub>2</sub>O<sub>2</sub> treatments. To measure extracellularly secreted H<sub>2</sub>O<sub>2</sub>, we used DHR123 probe in combination of 1 $\mu$ M ferrous ammonium sulfate. For this, equal mass of treated and untreated cell pellets were incubated in PBS buffer for 30 minutes and 60 minutes. Cellular supernatants were collected and ferrous ammonium sulphate was

added. Then DHR123 probe was added and fluorescent values were recorded after 10 minutes.

### **Measuring relative intracellular pH changes**

To measure the relative intracellular pH changes, fluorometric intracellular pH assay kit (Sigma-MAK150) was used. The protocol was little modified because kit is standardized for eukaryotic cells. Around 0.1 million control, manganese-fed and iron supplemented cells were harvested and washed in 1X PBS. After washing the cells were suspended in HHBS buffer supplied with Kit and distributed in two halves. In one half HHBS buffer was added and in another half dye loading solution was added (composition as described in kit). Staining was done for one hour and immediately the data was acquired using FACS acuri (BD) for one lakh cells using FL1 laser.

### **Estimation of intracellular pyruvate level**

We used pyruvate colorimetric assay kit (Abcam). Cells were resuspended in pyruvate assay buffer and sonicated in ice for 2-4 min. Portions of lysates were taken out to measure the protein concentrations by Bradford method. The lysate was de-proteinised as recommended in the protocol. The samples were centrifuged at 13000 rpm for 15 min in cold before the assay was performed. 50 $\mu$ l of lysate was used for reaction with probe and enzyme mix provided in the kit following the mentioned protocol and blanks were set with pyruvate buffer as suggested. The OD was taken at 570 nm using a spectrophotometer. Standard curve was prepared using known concentration of pyruvates. Pyruvate level was normalized against per milligrams of cellular proteins.

### **DNA damage studies by Confocal and FACS**

To study DNA damage in presence of manganese and array of other chemicals (ROS scavengers and Spermidine) in combination with manganese confocal microscopy and flow cytometry was used. The cells were grown for 4 hours in the presence of 1 mM  $\text{MnCl}_2$  and pelleted. Pellet was washed with 1X PBS and the cells were fixed in 4% formaldehyde at 37°C for 10 minutes. The cells were again pelleted, washed and finally dissolved in 1X PBS. 10 $\mu$ l sample was used to prepare slides and rest of the sample was used for flow cytometry study. FACS data was acquired using FACS acuri (BD) for 0.1 million cells using FL1 laser and imaging was done using Nikon confocal microscope using 488 laser. The relative cell lengths were measured by confocal images using Image J. software from 75-100 cells.

### **Measurement of survivability**

*$\Delta mntP$*  cells were grown in LB broth in the presence or absence of 1 mM  $\text{MnCl}_2$  up to 2 hours. One portion of the cell cultures was perturbed with SDS/EDTA (0.05% SDS/ 0.8mM EDTA) for 10 minutes (32). Next, the cells were serially diluted to spread them on LB agar surface. Colonies were counted next day and compared with the numbers of colonies appeared from unperturbed cells to calculate the survivability. Similarly, cells were treated with lysozyme (10 $\mu$ g/ml) for 10 minutes, or sonication (10 seconds pulse) and the survivability calculated.

## Supplementary Text

### Manganese promotes unfolding stress, elevating protein aggregation and degradation

Growing *E. coli*  $\Delta mntP$  cells in LB broth containing 1 mM supplemental  $MnCl_2$  for 2 hour results in poorly adhesive white cell pellet, which was visibly different from the firmly adhesive yellowish cell pellet harvested from the unsupplemented culture, led us to believe that that the intracellular inclusion body could be formed. Fractionation of the soluble and aggregated proteins revealed that a substantial number of the cellular proteins were aggregated (Supplementary Fig. S2a). In corroboration, the microarray data also interrogate protein misfolding. Activated chaperones and unfolding stress relievers (*tig*, *dnaKJ*, *grpE*, *groSL*, *ibpAB*, *hslO*, *hslR*, etc.), Peptidyl-prolyl *cis-trans* isomerases (*fkpA*, *ppiA*, *surA* etc.), and protein secretion systems genes (*secAB*, *tatA* etc.) reflects that manganese promotes unfolding stress (Supplementary Table S1). 

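On the arrays, groS (b4142) rose 8.71-fold in Mn/C (adjusted p = 0.0012), ibpA (b3687) 7.31-fold (adjusted p = 1.22e-04), and groL (b4143) 3.74-fold (adjusted p = 0.00446). The rises of ibpB, hslO, hslR, fkpA, ppiA and tatA were 2.04, 2.04, 2.14, 2.12, 2.20 and 2.49 on the log2 scale. Those of dnaJ, grpE, secB and secA were 1.72, 1.60, 1.67 and 1.47, and secA (b0098) was below 3-fold. For several of these genes 1 array decides whether the change is above 3-fold: without control 2 dnaJ was 1.44, fkpA 1.54 and secB 1.22, without Mn 1 groL was 1.52, grpE 1.38 and secB 1.54, without Mn 2 dnaJ was 1.55, without Mn+Fe 2 grpE was 1.55, and without control 1 secA was 1.61.
In (Mn+Fe)/Mn the chaperone family had a median of -0.42 (fry adjusted p = 0.129), and ibpA changed by -1.72 (adjusted p = 0.0249). Without Mn+Fe 2 the change of ibpA was -1.18, and its adjusted p was 0.0559 to 0.109 without control 3 and without any 1 of the Mn arrays.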

Several chemical chaperones (viz. glycerol, alanine, proline, glycine betaine, pantethine and arginine) transporting and synthesizing genes were upregulated<sup>60, 61</sup> (Supplementary Table S1). 

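The 53 ribosomal protein genes were all higher in Mn than in control, with a median log2 fold change of 2.41 in Mn/C (fry adjusted p = 1.07e-04), and 43 were differentially expressed. The range was from 0.89 for rplL (b3986) to 3.56 for rpsC (b3314). The (Mn+Fe)/C median was 2.09, with 36 genes differentially expressed.
The ribosomal RNA genes were saturated on the Mn arrays, so the signals there have a ceiling and the size of their changes is not known, and the change of the 23S rRNA is decided by 1 array. The median Mn/C change of the rRNA genes was 2.75, and 0.41 with cyclic loess. The median log2 signal of the 23S rRNA genes (rrl) was 14.43 in control 1, 4.33 in control 2 and 14.93 in control 3, and 14.86 to 15.11 in the Mn arrays. Their median change in Mn/C was 3.72 with all arrays and 0.31 without control 2. The 16S rRNA genes (rrs) had 12.75, 12.35 and 13.76 in the controls, and their median change was 2.12 with all arrays and 1.81 without control 2.

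**Figure D6:**
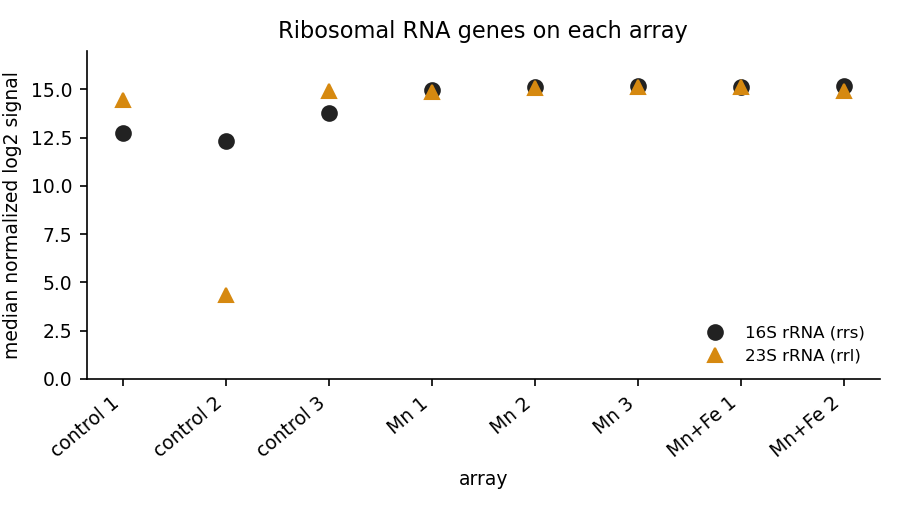
Median normalized log2 signal of the 16S (circles) and 23S (triangles) rRNA genes on each of the 8 arrays. The 23S value of control 2 is 4.33, against 14.43 and 14.93 in the other controls.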

Since ribosome exhibits chaperone function<sup>62, 63</sup>, an elevated expression of ribosomal genes (Supplementary Table S1) might also be linked to the protein folding. 

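The genes of the type 1 fimbriae, fimA to fimI with the recombinase genes fimB and fimE, were all 9 lower in Mn/C, with a median log2 fold change of -1.10 (fry adjusted p = 1.15e-04), and fimA, fimI, fimC and fimF were differentially expressed. The major subunit gene fimA (b4314) went from a log2 signal of 11.03 ± 0.04 in control to 7.03 ± 0.33 in Mn (SD, n = 3 each), a log2 fold change of -4.00 (SE 0.22, adjusted p = 2.05e-05). The (Mn+Fe)/C median was -1.34.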

Repressed profile of fimbrial genes (Supplementary Table S1) suggests why manganese stress reduces the adhesive properties of the cells.

The protein aggregation activated almost all cytoplasmic protease coding genes (*lon*, *hslV*, *pepQ* etc.) 

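Of the 17 cytoplasmic protease and peptidase genes on the arrays, 6 were differentially expressed upward in Mn/C. These were hslU, hslV, pepB, ftsH, pepQ and lon, with hslU (b3931) at 9.91-fold (adjusted p = 7.05e-04), pepB (b2523) at 5.56-fold, ftsH (b3178) at 4.82-fold, hslV (b3932) at 3.75-fold and pepQ (b3847) at 3.56-fold. The peptidase T gene pepT (b1127) was differentially expressed downward, with a log2 fold change of -2.41 (SE 0.36, adjusted p = 7.67e-04). The median of the family in (Mn+Fe)/C was 1.05.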

(Supplementary Table S1), indicating that unfolding stress stimulates the protein degradation. Interestingly, while periplasmic chaperones genes (*surA* and *skp*) were upregulated, *ompT* protease gene was repressed (Supplementary Table S1). 

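The log2 signal of surA (b0053) was 7.05 ± 0.35 in control and 8.57 ± 0.02 in Mn (SD, n = 3 each), a 2.88-fold rise (adjusted p = 0.00128). That of skp (b0178) was 8.78 ± 1.57 and 10.38 ± 0.06, a 3.03-fold rise with an adjusted p of 0.0636. Without control 1 the rises were 1.79 and 2.12 on the log2 scale, and both genes met the 3-fold criterion with adjusted p of 0.00114 and 0.0275. The outer membrane protease gene ompT (b0565) changed from 8.61 ± 0.77 to 6.30 ± 0.27, a log2 fold change of -2.31 (SE 0.46, adjusted p = 0.0033).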

Out of

these, upregulation of PepQ peptidase under manganese stress could only be detected in the 2D gel (Figs. 1b and 1c). Some protein spots including outer membrane proteins (OMP) (OmpA, SodA, and IscS *etc.*) were found to be downregulated, though they were upregulated or not differentially expressed at mRNA level under manganese stress (Figs. 1b and 1c). We reason that activation of proteolysis could limit the cellular concentration of these proteins.

To test the activated protein degradation, we focused on the TF chaperone levels in the cells. We selected TF because of three reasons. First, *tig* mRNA level was increased about 4-fold under manganese stress, but protein level was indifferent (Figs. 1b and 1c). 

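The trigger factor gene tig (b0436) had a normalized log2 signal of 6.02 ± 0.33 (SD, n = 3) in control, 8.17 ± 0.06 (SD, n = 3) in Mn and 7.55 ± 0.50 (SD, n = 2) in Mn+Fe. The change in Mn/C was 4.45-fold (SE 0.26 on the log2 scale, adjusted p = 2.67e-04), and that in (Mn+Fe)/Mn -0.62 on the log2 scale (adjusted p = 0.187).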

Second, TF plays a central role in protecting nascent OMPs until they are secreted to the periplasm<sup>53, 64</sup>. Third, anti-TF antibody was available in the market to detect its cellular level. For this, we blocked the translation of mRNAs in the growing cells for different time points (Supplementary Fig. S2b) by chloramphenicol and tetracycline. TF level was found to be declined rapidly under manganese stress in the absence of translation, suggesting that TF chaperone itself was highly unstable under manganese-induced unfolding and proteolytic stress (Supplementary Fig. S2b). Furthermore, the  $\Delta mntP\Delta tig$  mutant showed a similar growth profile of  $\Delta mntP$  strain (Supplementary Fig. S2c), suggesting that manganese-induced unfolding stress might fully inactivate the TF. Thus, inactivated TF apparently could not protect OMPs from the cytoplasmic proteases under manganese stress.

We further addressed the contributions of Lon protease and DnaK chaperone, which were upregulated at the transcription level, under manganese stress (Supplementary Table S1). 

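The protease gene lon (b0439) rose from a log2 signal of 6.71 ± 0.37 to 8.53 ± 0.15 in Mn/C (SD, n = 3 each), 3.53-fold (adjusted p = 4.28e-04). The chaperone gene dnaK (b0014) rose from 10.03 ± 0.14 to 11.75 ± 0.42, 3.31-fold (adjusted p = 6.25e-04), and by 1.56 on the log2 scale without Mn 2, below 3-fold.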

Both the  $\Delta mntP\Delta lon$  and  $\Delta mntP\Delta dnaK$  strains exhibited slower growth in

comparison to  $\Delta mntP$  strain under manganese stress (Supplementary Figs. S2d and S2e). The growth defect in the absence of DnaK chaperone is important in this regard since it is known to compensate TF function<sup>65</sup>. These experiments suggest that proteases and chaperone systems played crucial roles under manganese stress. The protein aggregation under manganese stress may be attributed to the many factors. Instability of TF chaperone and reduced chaperone function, endogenous ROS, exhausted ATP levels (Supplementary Fig. S2; Fig. 2, Fig. 3), and even infidelity of polymerases<sup>66-68</sup> in the manganese-stressed cell together could contribute in protein aggregation.

## References

- 59 Shevchenko, A., Tomas, H., Havlis, J., Olsen, J. V. & Mann, M. In-gel digestion for mass spectrometric characterization of proteins and proteomes. *Nature protocols* 1, 2856-2860 (2006).
- 60 Welch, W. J. & Brown, C. R. Influence of molecular and chemical chaperones on protein folding. *Cell Stress Chaperones* 1, 109-115 (1996).
- 61 Clark, J. I. & Huang, Q. L. Modulation of the chaperone-like activity of bovine alpha-crystallin. *Proc Natl Acad Sci U S A* 93, 15185-15189 (1996).
- 62 Das, D. et al. Role of the ribosome in protein folding. *Biotechnol J* 3, 999-1009, doi:10.1002/biot.200800098 (2008).
- 63 Kaiser, C. M., Goldman, D. H., Chodera, J. D., Tinoco, I. & Bustamante, C. The ribosome modulates nascent protein folding. *Science* 334, 1723-1727, doi:10.1126/science.1209740 (2011).
- 64 Crooke, E., Brundage, L., Rice, M. & Wickner, W. ProOmpA spontaneously folds in a membrane assembly competent state which trigger factor stabilizes. *EMBO J* 7, 1831-1835 (1988).
- 65 Deuerling, E., Schulze-Specking, A., Tomoyasu, T., Mogk, A. & Bukau, B. Trigger factor and DnaK cooperate in folding of newly synthesized proteins. *Nature* 400, 693-696, doi:10.1038/23301 (1999).
- 66 El-Deiry, W. S., Downey, K. M. & So, A. G. Molecular mechanisms of manganese mutagenesis. *Proc Natl Acad Sci U S A* 81, 7378-7382 (1984).
- 67 Imashimizu, M., Tanaka, K. & Shimamoto, N. Comparative Study of Cyanobacterial and *E. coli* RNA Polymerases: Misincorporation, Abortive Transcription, and Dependence on Divalent Cations. *Genet Res Int* 2011, 572689, doi:10.4061/2011/572689 (2011).
- 68 Zakour, R. A., Kunkel, T. A. & Loeb, L.A. Metal-induced infidelity of DNA synthesis. *Environ Health Perspect* 40, 197-205 (1981).

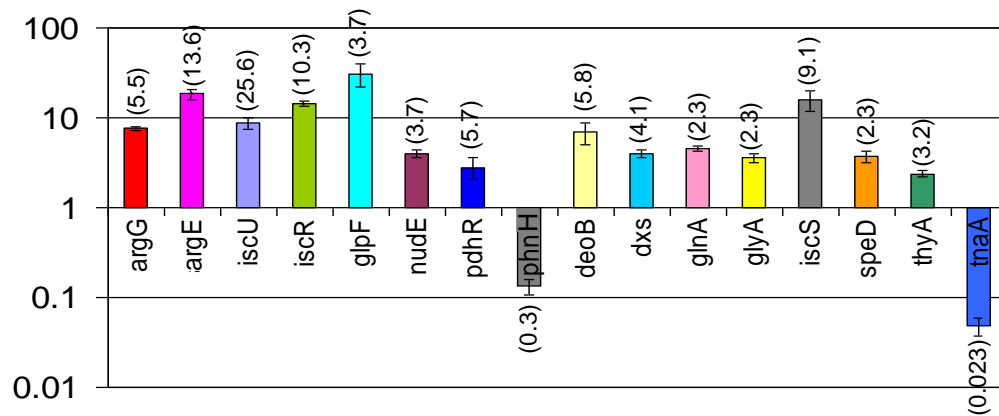

**Fig S1. qRT-PCR data validates microarray experiment**

Bar diagrams represents manganese-mediated differential expression (fold changes) of the genes, as observed by qRT-PCR experiments. Corresponding differential expression under microarray has been shown in the parenthesis.

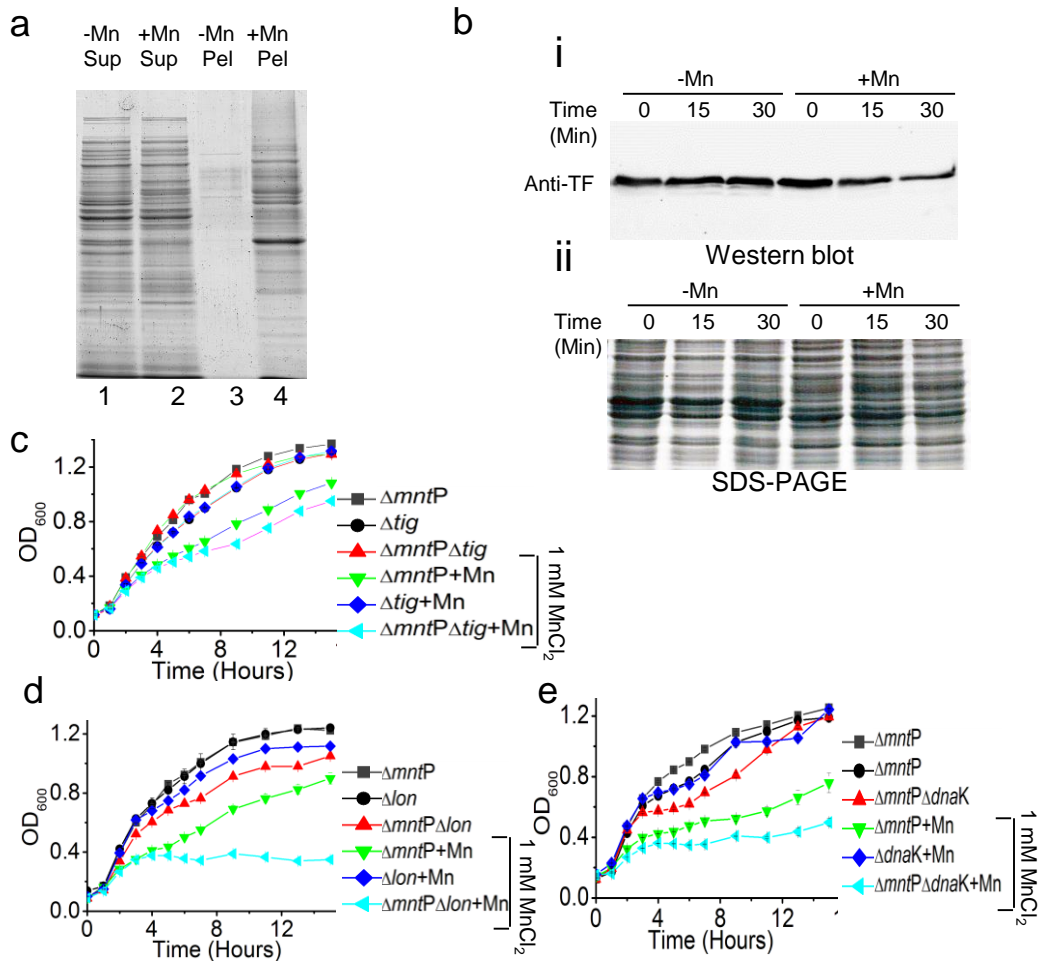

**Fig S2. Manganese stress induces protein aggregation and degradation.**

(a) Coomassie stained SDS-PAGE gel shows that manganese stress promotes protein aggregation or inclusion body formations that appeared in the lane 4; while unstressed cells show a very little inclusion body formation (lane 3). (b) Western blotting (ii) shows that manganese exposure to growing  $\Delta mntP$  cells reduces the level of TF chaperone. The lower panel (ii) is a coomassie-stained gel to show that the equal amounts of protein loaded in each lane for western blotting. (c) Growth assays exhibits that  $\Delta mntP\Delta tig$  strain is marginally more sensitive than  $\Delta mntP$  strain under manganese stress. (d) and (e) Growth curves exhibit that  $\Delta mntP\Delta lon$  and  $\Delta mntP\Delta lon$  strains are extremely sensitive than  $\Delta mntP$  strain under manganese stress.

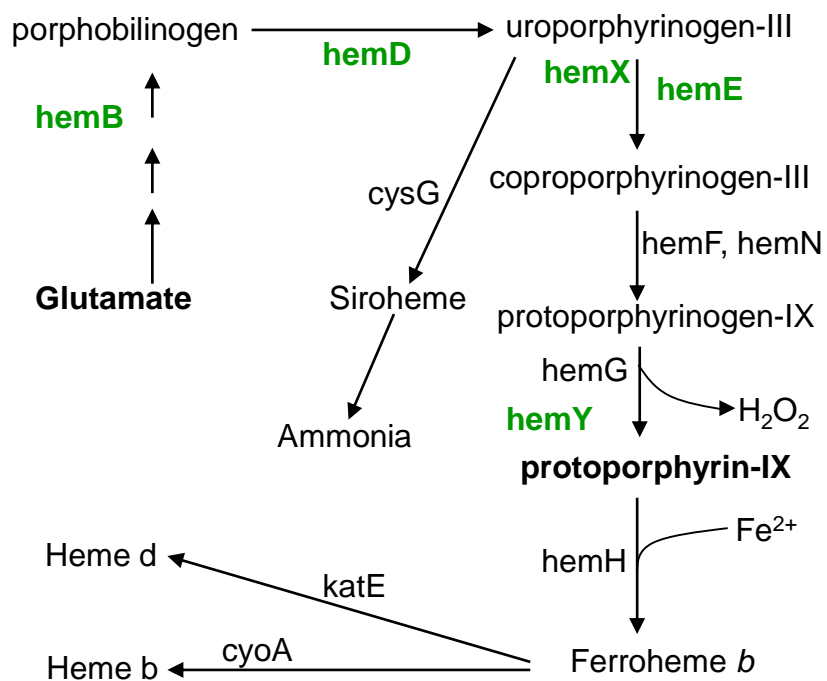

**Fig S3. Schematic showing that protoporphyrin synthesis genes are activated**

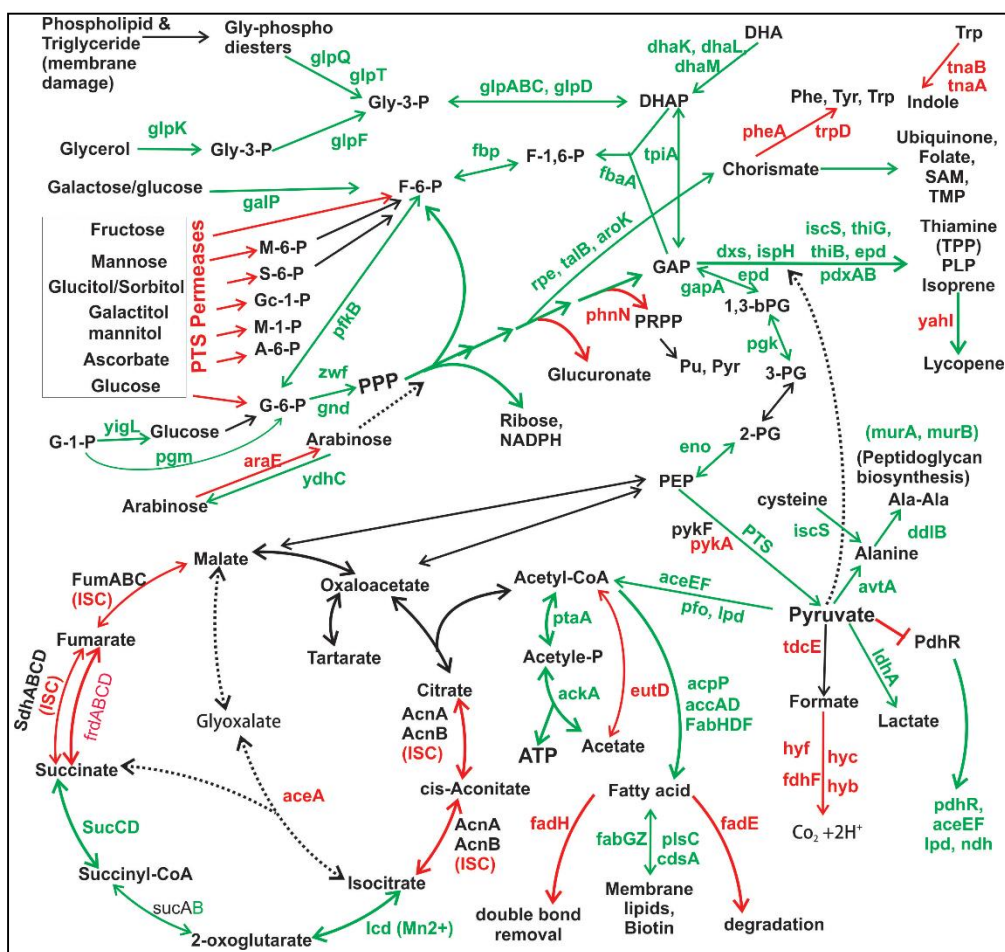

**Fig S4. Manganese stress affects carbon metabolism pathways**

(A) The pathways represents upregulated (green) and downregulated (red) genes under manganese stress. Fold changes of the designated genes are shown in the Table S4.

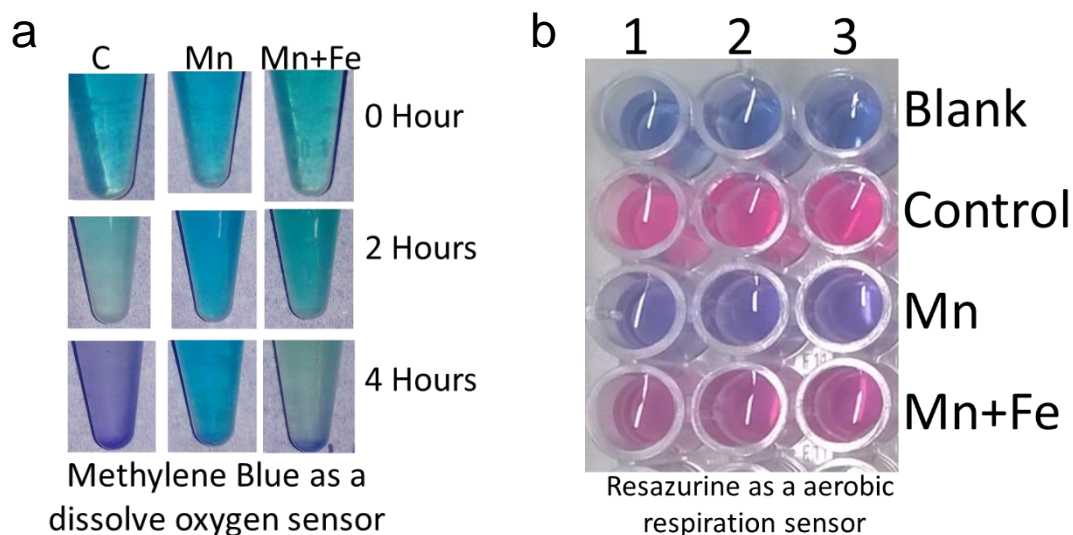

**Fig. S5. Indicator dyes exhibit respiratory status under manganese stress.**

**a.** Methylene blue dye turns blue to violet with the time in the control  $\Delta mntP$  cells (manganese-untreated) because dissolved oxygen levels gradually decreases in the sealed microfuge tube with the growth of the cells. On the other hand, color remains unchanged when  $\Delta mntP$  cells were fed with manganese, suggesting that dissolved oxygen consumption reduced. While manganese-fed cells were supplemented with iron, the dissolved oxygen consumption was restored, as indicated by change of the color. **b.** Resazurine dye turns blue to pink in the growing untreated  $\Delta mntP$  or iron-supplemented manganese-fed cells, suggesting that the aerobic respiration does not affected in these conditions. On the contrary, manganese-fed cells does not change the color of the dye, suggesting that manganese stress inhibits aerobic respiration.

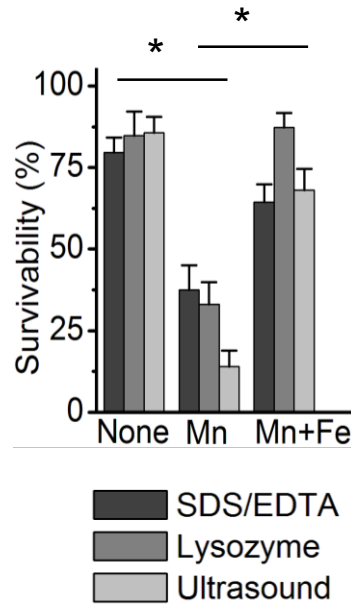

**Fig. S6. Manganese stress hinders membrane biogenesis**

Survivability of the manganese-fed cells after SDS/EDTA, lysozyme and ultrasound exposure. Iron supplementation increases the survivability. **(D)** The growth curve showing that  $\Delta mntP\Delta icd$  strain is more sensitive to manganese than  $\Delta mntP$  strain. Data (B), (C) and (D) are means  $\pm$  SD (n=3); \*P<0.001, paired T-test.

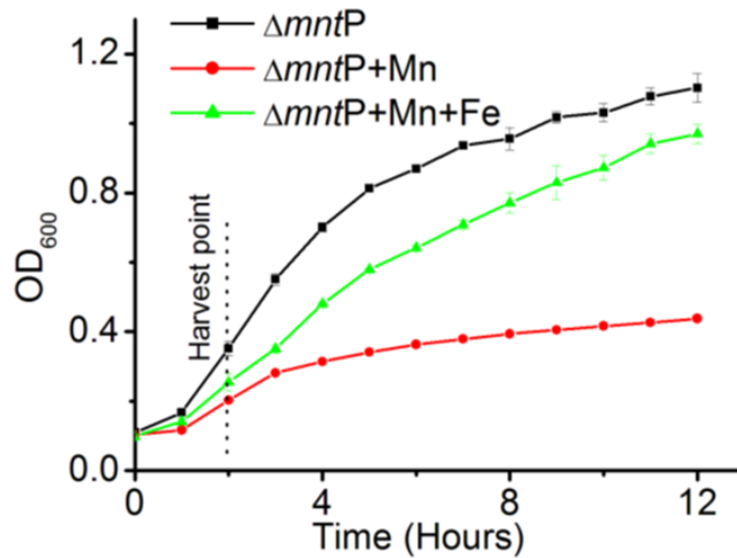

**Fig. S7. Growth curve showing the *E. coli* cells harvest point**

The dotted line in the growth curve indicates that after 2 hours of secondary growth from a 1:100 dilution of overnight culture in LB, the cells were harvested for mRNA isolation for microarray and real time PCR.

**Table S1.** Differential expression of the genes for chaperon, proteases and protein transport and cell adhesion and ribosome biogenesis

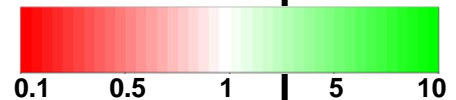

Table S1. (continued)

Ribosome and its biogenesis genes

0.1 0.5 1 5 10

**Table S1.** (continued)

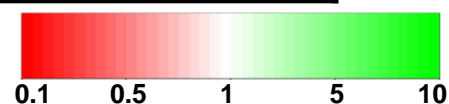

**Table S2.** Differential expression of the genes in ISC, heme and Moco biosynthesis pathways

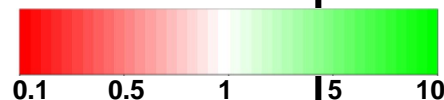

**Table S3.** Differential expression of the genes of ETC to explain affected energy production and oxidative stress under Mn perturbation

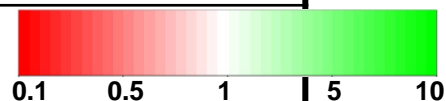

**Table S3.** (continued)

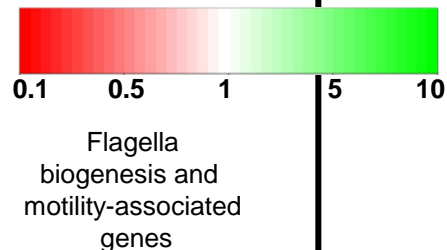

**Table S3. (continued)**

Oxidative stress, redox Response and cysteine metabolism genes

0.1 0.5 1 5 10

**Table S4.** Differential expression of the genes in carbon metabolism networks

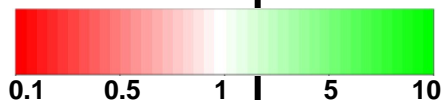

**Table S4.** (continued)

**Table S4.** (continued)

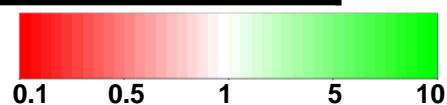

**Table S5.** Differential expression profile of the genes in amino acid metabolism

Amino acid metabolism genes

0.1 0.5 1 5 10

Folate biosynthesis  
And SAM cycle  
Genes to produce  
S-adenosyl Methionine

**Table S6.** Differential expression of the genes in the DNA replication and repair, cell division, transcription pathways

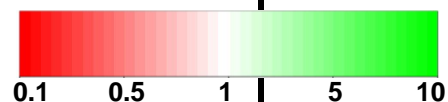

**Table S6.** (continued)

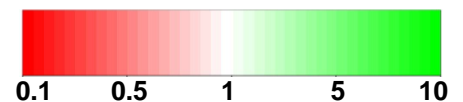

**Table S7.** Differential expression of the genes for envelop biogenesis

Lipids, lipopolysaccharide and other cell wall component genes

0.1 0.5 1 5 10

Phosphate recycling related genes

How the deposited data were processed for this re-analysis (not part of the article)

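Gene expression was measured on 8 single-color arrays of the ΔmntP strain: 3 control, 3 Mn and 2 Mn+Fe cultures. The authors deposited, for each array, the intensity of every spot as the mean pixel brightness with the median of its local background, read by Feature Extraction 11.5.1.1 without normalization between arrays; the same deposited files hold a processed intensity from which the software had subtracted a spatial trend and which it had then detrended by a factor. The deposited labeling protocol names an oligo-dT primer and the Supplementary Methods a WT primer, and which RNAs were primed was not tested. The authors also deposited a table of log2 signals per gene and intergenic region that they had normalized between arrays; their methods name the packages limma and affy, normexp, quantile normalization and averaging of replicates on an array.

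From the spot intensities, the background was corrected with limma's normexp at an offset of 0 over all spots of an array, control spots were dropped, spots marked as non-uniform by the scanner software were set to missing, and quantile normalization was applied over the 8 arrays. Spots of a probe and then probes of a gene were averaged on the log2 scale. Of 4347 genes, 4340 were matched to reference names, and 3 lack a value on 1 array. A single limma fit (lmFit and eBayes) of the 3 groups gave the comparisons Mn/C, (Mn+Fe)/C and (Mn+Fe)/Mn, with the Benjamini-Hochberg adjustment over all genes. All gene p-values are adjusted p-values of this moderated t-test. A gene was called differentially expressed at 3-fold or more and an adjusted p under 0.05. A gene that was not well above background, or was saturated, on every array of a group has only a bound for its fold change. The number of arrays limits the precision, most of all in the Mn+Fe group.

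Families of genes were fixed by gene name: 42 sets with at least 2 genes on the arrays, tested with limma's fry in its directional form and adjusted over the sets. The chaperone family and the oxidative stress and redox family follow the paper's lists of activated genes. Camera was run with its preset correlation of 0.01 and with the estimated correlation. The genes given by name are those that Fig. 1c, Fig. S1, the Results and the Supplementary Text name in full (86 with mntP and its regulon), the members of a family where the text names the family, and in each comparison the 10 called genes with the largest rise and the 10 with the largest fall among genes well above background on every array of both groups.

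Alternatives changed 1 choice at a time. For signal and normalization these were the processed intensities scaled to their 75th percentile, no background correction, normexp offsets of 16 and 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison, protein-coding genes only, dim probes left out, the median or the brightest probe of a gene, and the authors' normalized log2 table as deposited. For the fit they were the replicate number or the row of the slide as a block, a trend with robust variances, array weights, only the 2 groups compared, each array left out in turn, thresholds of 2-fold or an adjusted p under 0.01, and fold alone. The scan of an array as a fixed or random block (correlation 0.56) was added after the arrays had been seen.

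The computations used R 4.3.3, limma 3.58.1, data.table 1.17.8, jsonlite 2.0.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data with known changes. The gene test recovered most of these, with few unchanged genes called. In the simulations fry put some unchanged families past the threshold, and in some draws without any change a family passed, so a family test alone is weak evidence. Comparisons with Supplementary Tables S1–S8 used the genes whose name and locus number matched in the copy at hand, which holds fewer genes than the paper cites, so no overlap with the tables was tested. The qPCR and protein measurements were not analysed here.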

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

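The test of the intergenic regions against their neighbors was planned with its shuffles; the list of regions without such a neighbor was made only after the result was seen.

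The arrays carry probes for intergenic regions, for which the paper gives no result. By the criteria used for genes, 142 of 939 regions were called in Mn/C, 72 higher and 70 lower, 86 in (Mn+Fe)/C and 22 in (Mn+Fe)/Mn. Transcripts that run on from a neighboring gene are a candidate explanation: for the 137 called regions with both neighbors on the array, the change was correlated with the mean change of the neighbors at r = 0.65, against at most 0.3 in 1000 shuffles. This leaves 94 called regions with no neighbor called in the same direction, 73 of them well above background on every control and Mn array. The largest of these, picked after the values were seen, were glpR_yzgL, which rose by 6.05 with neighbors at 0.66 and 1.17, and nohQ_intK, which changed by -5.72 and has only 1 neighbor with a value, at -0.3. Whether these regions hold transcripts of their own was not tested, and the scan of an array, which is tied to the condition, stays open as an influence on them.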

How the results depend on the processing

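The repeats with the scan of an array as a block, fixed or random, were chosen only after the arrays had been seen; the other alternatives were chosen before the data were examined. Where a cause is not given below, the cause was not tested.

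Of the 878 genes called in Mn/C, the count became 2431 with the processed signals of the scanner software, 2263 with 75th percentile scaling, 1627 with no normalization between arrays, 575 with no background correction, 551 with cyclic loess, 502 with the authors' normalized table and 397 with a normexp offset of 50, and 1668 at 2-fold. With 1 array left out it was 707 (without Mn 1) to 1075 (without control 1). All 575 genes called without background correction and all 397 with an offset of 50 were among the 878. With the scan as a block 821 genes were called, but only 479 of the 878 were among them in the same direction and 12 had the opposite sign. With the 75th percentile scaling 677 of the 878 were called in the same direction and 21 had the opposite sign, and for the processed signals these numbers were 669 and 31. Background handling acts on the dim genes, since an offset pulls low signals together and lowers their fold changes by construction.

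For (Mn+Fe)/C the count of 612 became 985 with the processed signals of the scanner software, 341 with a normexp offset of 50, 318 with cyclic loess, 364 with quantiles within each comparison and 193 with the row of the slide as a block, 1150 at 2-fold, and 521 (without Mn 1) to 734 (without Mn+Fe 1) with 1 array left out. The (Mn+Fe)/Mn count of 71 became 1153 with the processed signals of the scanner software, 954 with 75th percentile scaling, 680 with no normalization between arrays, 235 with quantiles within each comparison, 217 with cyclic loess, 38 with no background correction, 41 with a normexp offset of 16, 36 with the authors' normalized table, 20 with a normexp offset of 50 and 3 with the row of the slide as a block, 224 at 2-fold, 129 by fold alone, 5 at an adjusted p under 0.01, 179 with the scan as a block and 157 as a random block. Leaving out 1 array gave 3 (without Mn 1) to 168 (without control 2), with 168 without Mn+Fe 2 as well. With 1 Mn+Fe array left out the remaining one is assumed to vary like the other groups.

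The number of families past the threshold in Mn/C was 38 with fry and 0 with camera at the estimated correlation, where 13 had an unadjusted p under 0.05. With 1 array left out it was 31 (without Mn 2) to 37 (without Mn+Fe 2). In (Mn+Fe)/Mn the 3 families became 11 with the processed signals of the scanner software, 10 with 75th percentile scaling, 10 with cyclic loess, 9 with the brightest probe, 8 with the authors' normalized table, 7 with a normexp offset of 50, 5 with the median of the probes and 5 with array weights, 9 with the scan as a block, 8 as a random block and 12 with camera at its preset correlation. The fry count was 0 with no normalization between arrays, with quantiles within each comparison, with only the 2 groups compared, with the row of the slide as a block and with the replicate number as a block, and camera at the estimated correlation gave 0. At an unadjusted p under 0.05, fry gave 17, 15, 15, 9 and 10 families in these 5 and 16 in the reported test, and camera gave 1. Leaving out 1 array gave 0 (without control 3) to 10 (without Mn+Fe 2). The fry count was also 0 without Mn 1, without Mn 2 and without Mn 3, with 9, 9 and 10 families at an unadjusted p under 0.05 and 11 without control 3.

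The share of called genes with a smaller change under Mn+Fe, 73.8%, became 94.4 with the processed signals of the scanner software, 94.5 with 75th percentile scaling, 94.7 with no normalization between arrays, 89.6 with quantiles within each comparison, 80.8 with cyclic loess, 68.4 with a normexp offset of 16, 67.3 with no background correction, 65.7 with array weights, 65.3 with the authors' normalized table and 62 with a normexp offset of 50, and 68.4 (without Mn+Fe 1) to 77.4 (without control 1) with 1 array left out. The correlation with the paper's tables, 0.993, became 0.934 with the processed signals of the scanner software, 0.948 with 75th percentile scaling, 0.948 with no normalization between arrays, 0.962 with cyclic loess, 0.983 with the brightest probe and 0.982 with array weights, 0.919 with the scan as a block, and 0.976 (without control 2) to 0.993 (without Mn 1) with 1 array left out. The correlation of Mn/C with (Mn+Fe)/C, 0.842, became 0.713 with cyclic loess and 0.745 (without Mn+Fe 2) to 0.864 (without Mn+Fe 1) with 1 array left out.

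Some named genes changed direction in Mn/C. Among those called in the reported fit or under the setting, the sign was reversed with the processed signals for bioA (-2.52), ccmH (-1.9), hns (-0.63), mntP (-0.38), ompF (-1.68), sdhB (-2.01) and sdhD (-1.63), with the 75th percentile scaling for bioA (-2.11), hns (-0.5), mntP (-0.71) and sdhB (-1.73), with no normalization between arrays for fabB (2.4), gatC (0.24), grxB (1.67), katE (2.09), katG (2.01), manX (0.66), manY (0.67), ompA (2.53), ompC (2.49), poxB (2.56) and wzzE (2.89), and with the scan as a block for hns (-0.43), mntP (-0.41) and wzzE (1.9), while gatA, which was lower in the reported fit, was at 0 with no normalization. Counting named genes that were called under neither as well, 24, 24, 18 and 22 had the opposite sign under these 4 settings. Families are listed where the direction given by fry turned and the family was past the threshold in the reported fit or under the setting: succinate dehydrogenase in Mn/C (-1.66 with the processed signals of the scanner software and -1.50 with 75th percentile scaling); cysteine synthesis in Mn/C (-0.34 with the processed signals of the scanner software and -0.34 with 75th percentile scaling); RpoS-dependent in Mn/C (0.89 with no normalization between arrays), succinate dehydrogenase in (Mn+Fe)/C (-0.63 with the processed signals of the scanner software and -0.36 with 75th percentile scaling), peptidoglycan in (Mn+Fe)/C (-0.07 with the processed signals of the scanner software), molybdate import in (Mn+Fe)/Mn (0.18 with the processed signals of the scanner software and 0.15 with 75th percentile scaling), succinate dehydrogenase in (Mn+Fe)/Mn (1.00 with the processed signals of the scanner software and 0.98 with 75th percentile scaling), cytochrome c maturation in (Mn+Fe)/Mn (0.99 with the processed signals of the scanner software and 0.95 with 75th percentile scaling). Whatever the test gave, the sign of the median turned under at least 1 setting for 6, 7 and 24 families in Mn/C, (Mn+Fe)/C and (Mn+Fe)/Mn. Of these the TCA cycle, with a Mn/C median of 0.23, had -1.05 with the processed signals and -0.85 with 75th percentile scaling, where it was past the threshold downward. For iron import and enterobactin in Mn/C the direction given by fry changed with the scan as a block, but the median stayed below 0, at -0.30. The processed signals and the 75th percentile scaling put the median of all genes below 0 in Mn/C. Whether that shift alone reverses these genes and families was not tested, nor was the cause under the other settings.

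The replicate number as a block left 866 genes in Mn/C, all of them among the 878, 559 in (Mn+Fe)/C and 2 in (Mn+Fe)/Mn, which were fliC and ydhC and no longer arnC, and 33 and 0 families in Mn/C and (Mn+Fe)/Mn. The deviations of same-numbered control and Mn arrays from their group means had correlations of 0.3, 0.31 and 0.05, and those with the Mn+Fe arrays lay between -0.52 and -0.27, so the numbers give no steady sign of pairing. The array weights did not settle: the estimate stopped with 1.33e-04 for control 3 and 35.3 for Mn 3.

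Signal over background limits the genes that are dim, whose fold changes are bounds. In Mn, 34 genes were dim on every array and 256 on some, against 5 and 4 in control, and 14 genes were saturated on every Mn array. Leaving out dim probes kept 13937 of 13971 probes.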

Differences from the paper's values

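Of 297 fold changes that the paper lists or shows for genes treated here, 262 lay within the replicate spread or 1.5-fold of the values found here and 35 did not. Each of the 35 fell within that margin with the authors' normalized table in place of the scanned intensities, an alternative set before the data were examined. The other alternatives set before the data were examined that close a gap are given with each gene, and the number under which it stays open is given last.

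In Mn/C: entE was 0.2-fold and the paper's value 0.357, a gap closed with no background correction, a normexp offset of 16, a normexp offset of 50, cyclic loess, the brightest probe and array weights and without control 2, Mn 1 and Mn 3 and open under the other 16. For atpF the fold change was 14.7 and the paper's 6.31, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16 and 75th percentile scaling and open under the other 21. hmp was 21.8-fold and the paper's value 12, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, 75th percentile scaling and cyclic loess and without Mn 1 and open under the other 19. For gatB the fold change was 0.11 and the paper's 0.168, closed with quantiles within each comparison, protein-coding genes only, the brightest probe and array weights and without Mn+Fe 1 and open under the other 20. phnH was 0.402-fold and the paper's value 0.234, a gap closed without control 2 and open under the other 24.

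In (Mn+Fe)/C: hscB was 17.9-fold and the paper's value 10.6, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling and quantiles within each comparison and without Mn 1, Mn 2, Mn 3 and Mn+Fe 2 and open under the other 15. For ppiA the fold change was 4 and the paper's 2.39, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays and quantiles within each comparison and without Mn 1 and open under the other 16. pepT was 0.167-fold and the paper's value 0.307, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison, the median of the probes, the replicate number as a block and the row of the slide as a block and without control 1, control 3, Mn 1, Mn 2, Mn 3 and Mn+Fe 1 and open under the other 8. For hemB the fold change was 3 and the paper's 1.86, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison, the brightest probe and the row of the slide as a block and without Mn 1 and Mn+Fe 2 and open under the other 13. ccmB was 0.273-fold and the paper's value 0.414, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison and array weights and without control 2, Mn 1, Mn 2, Mn 3 and Mn+Fe 2 and open under the other 11. For moaB the fold change was 20.2 and the paper's 9.18, closed with the processed signals of the scanner software, a normexp offset of 50, 75th percentile scaling, cyclic loess and quantiles within each comparison and open under the other 20. modB was 0.222-fold and the paper's value 0.411, a gap closed with no background correction, a normexp offset of 16, a normexp offset of 50, cyclic loess, no normalization between arrays and quantiles within each comparison and open under the other 19. For atpF the fold change was 11.9 and the paper's 3.88, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50 and 75th percentile scaling and open under the other 20. narK was 0.0749-fold and the paper's value 0.194, a gap closed with no background correction, a normexp offset of 16, a normexp offset of 50, cyclic loess and quantiles within each comparison and open under the other 20. For dmsA the fold change was 0.0262 and the paper's 0.0608, closed with the processed signals of the scanner software, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison and the median of the probes and open under the other 18. dmsB was 0.0204-fold and the paper's value 0.0404, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison, the median of the probes, the replicate number as a block and array weights and without Mn 1, Mn 2, Mn 3 and Mn+Fe 1 and open under the other 10. For ynfE the fold change was 0.0102 and the paper's 0.0238, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays and quantiles within each comparison and open under the other 17. hmp was 21.3-fold and the paper's value 6.46, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50 and 75th percentile scaling and open under the other 20. For fliC the fold change was 0.0068 and the paper's 0.0152, closed with the processed signals of the scanner software, a normexp offset of 50, 75th percentile scaling, no normalization between arrays and quantiles within each comparison and open under the other 20. fliS was 0.0124-fold and the paper's value 0.0318, a gap closed with the processed signals of the scanner software, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays and quantiles within each comparison and open under the other 19.

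fliT was 0.009-fold and the paper's value 0.0166, a gap closed with the processed signals of the scanner software, a normexp offset of 50, 75th percentile scaling, no normalization between arrays and quantiles within each comparison and open under the other 20. For trxB the fold change was 4.2 and the paper's 2.34, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison, the median of the probes, the row of the slide as a block and array weights and without Mn 1 and Mn+Fe 2 and open under the other 12. cysT was 3.71-fold and the paper's value 2.21, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison and the brightest probe and without Mn 1 and open under the other 14. For glpK the fold change was 13.9 and the paper's 8.72, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, quantiles within each comparison, the median of the probes and the brightest probe and without Mn 1, Mn 2, Mn 3 and Mn+Fe 2 and open under the other 12. srlA was 0.11-fold and the paper's value 0.187, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays and quantiles within each comparison and without Mn 1 and open under the other 16. For pfkB the fold change was 5.17 and the paper's 2.87, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison, the median of the probes and array weights and without Mn 1, Mn 2, Mn 3 and Mn+Fe 2 and open under the other 11. rpe was 3.9-fold and the paper's value 2.41, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison and the brightest probe and without Mn 1, Mn 2, Mn 3 and Mn+Fe 2 and open under the other 12. For murA the fold change was 3.45 and the paper's 2.12, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays and quantiles within each comparison and without Mn 1 and Mn+Fe 2 and open under the other 15. nrdB was 48.2-fold and the paper's value 20.2, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, quantiles within each comparison and the brightest probe and open under the other 17. For nrdE the fold change was 23.3 and the paper's 10.3, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, quantiles within each comparison and the brightest probe and open under the other 17. yfaE was 40.5-fold and the paper's value 26, a gap closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, quantiles within each comparison, the median of the probes and the row of the slide as a block and without Mn 1, Mn 2, Mn 3 and Mn+Fe 2 and open under the other 13. For ompW the fold change was 0.15 and the paper's 0.328, closed with no background correction, a normexp offset of 16, a normexp offset of 50, cyclic loess, no normalization between arrays and quantiles within each comparison and open under the other 19. ydhY was 0.009-fold and the paper's value 0.0241, a gap closed with a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays and quantiles within each comparison and open under the other 20. For flxA the fold change was 0.005 and the paper's 0.0134, closed with the processed signals of the scanner software, no background correction, a normexp offset of 16, a normexp offset of 50, 75th percentile scaling, cyclic loess, no normalization between arrays, quantiles within each comparison and protein-coding genes only and without Mn 1, Mn 2, Mn 3 and Mn+Fe 1 and open under the other 12. mntS was 0.0368-fold and the paper's value 0.113, a gap closed with no background correction, a normexp offset of 16, a normexp offset of 50 and cyclic loess and open under the other 21.

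Some statements of the paper differ in direction or call from the values found here in Mn/C. The paper lists biotin synthesis among activated pathways, and 5 of the 6 biotin genes were lower, with a median of -0.68. It gives Dps as downregulated, and dps was called under 5 of 30 settings: with the processed signals, with 75th percentile scaling, with array weights, without control 2 and with the scan as a block, which was chosen after the values were seen. It lists skp as activated, which was called with the processed signals, with 75th percentile scaling, with no normalization between arrays and without control 1. It lists surA, cydD, gshA and coaA as activated; surA was called with the same 4 settings and with the median of the probes, cydD with no normalization between arrays, the median of the probes and without control 3, gshA with no normalization between arrays, and coaA with no normalization between arrays and with the scan as a block, and at 2-fold surA, cydD, gshA and coaA were all called. It gives nfuA as activated, which was called with the processed signals, with 75th percentile scaling, with no normalization between arrays and with the scan as a block. It gives sdh genes among the activated respiratory genes, and 3 of the 4 were higher with a median of 0.23 and none called, with sdhC at 1.40 (adjusted p = 0.00916) and sdhA at -0.35 (adjusted p = 0.323). It has nearly every cytoplasmic protease gene activated, and 11 of 17 were higher and 6 called higher.

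With iron, the paper has nfuA repressed, and in (Mn+Fe)/Mn nfuA was called with the processed signals and with no normalization between arrays. It has the SoxR/S and OxyR system lowered by iron: soxS was called lower with no normalization between arrays, and soxR and oxyR had positive changes of 0.61 and 0.47 and were called under no setting.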

Other observations

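The tests of ribosomal RNA removal and of a swap for control 2, and that of the scan for the share with iron, were chosen only after the result was seen; the others in this part were planned.

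The real grouping of the 3 control and 3 Mn arrays gave the most called genes of the 10 possible splits, 1 of 10, and also the most families past the threshold, 1 of 10. With 10 splits a share under 0.05 cannot be reached, so chance cannot be excluded in this way for either count. In 20 simulated draws with no change, at most 1 gene was called in a draw. For the 878 called genes this argues against chance variation of the kind simulated. For the families it stays open, since 5 of these draws put a family past the threshold.

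The balance of rises and falls depends on the normalization. Of the genes called in Mn/C, 50.1% were higher with quantile normalization, 20.1% with the 75th percentile scaling, 18.6% with the processed signals, 41.4% with cyclic loess and 74.2% with no normalization. Quantile normalization may thus create the even split of the counts, since it gives each array the same distribution. How many transcripts changed in absolute amount cannot be read from these arrays.

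The share of changes that were smaller with iron was tested against regression to the mean. With no array shared between the choice of genes and the comparison, the lowest share over 9 pairs of left-out arrays was 65.4% and the median 70.5%, where regression to the mean would bring it to about 50%. In 100 simulations with no effect of iron and with the arrays shared as in the data, the share was 51.9 to 61.9%, with a mean of 56.8%. Sharing of the Mn arrays therefore does not account for the whole excess. The scan was tested as a fixed block, which changed many of the called genes. The share was then 73.9%, where simulations with no effect of iron put through the same fit gave 58.6 to 65.7%. The SD of the share over left-out arrays, 3.6, is that of the fit without the block. With the block, Mn+Fe and Mn are compared only within the scan that held Mn 1 and Mn+Fe 2. The share then rests on that pair, and the spread between the Mn+Fe arrays does not enter. The fit therefore cannot decide whether an additive effect of the scan is the whole cause. An effect of iron itself stays open.

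RpoS-dependent genes had a median of -0.71 in Mn/C (fry adjusted p = 0.0261), with 23 of 32 lower, while ribosomal protein genes rose. This is consistent with a younger growth stage of the Mn cultures, but the growth stage was not varied in the design. The median was below 0 in 27 of 28 other settings and past the threshold in 18, and it was 0.89 with no normalization between arrays. With 1 array left out the adjusted p was 0.0116 (without control 2) to 0.108 (without control 1), and it was also above 0.05 without control 3 and without any 1 of the Mn arrays.

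Genomic DNA in the control RNA could raise dim genes in control. The test took the 6 genes araA, araB, araD, rhaA, rhaB and rhaD as absent from the parent strain of the deletion collection, so that they would not share the excess. Their median change was 1.27, against -0.86 for genes of like signal, at percentile 100 of 10000 random sets. However, araD and rhaD, at -1.06 and -1.11, were well above background on all 8 arrays and so do not act as absent genes, and araA, araB, rhaA and rhaB were not above background on any control array. Genes of like signal were picked by their Mn signal, which by itself lowers the Mn/C change of dim genes. The test therefore decides nothing, and genomic DNA and the floor of the arrays cannot be told apart.

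Control 2 stood apart from the other controls, with correlations of 0.828 and 0.875 to them, against 0.976 between controls 1 and 3. Its 23S rRNA genes lay 10.27 log2 units below the other controls, and ssrA, ygeF, sibC, ssrS and grcA, named after their values were seen, were next with -6.16, -5.43, -3.88, -3.83 and -3.74. Removal of ribosomal RNA as a whole would lower the 16S rRNA as much, and its deviation was -0.93. A swap with an Mn array would bring control 2 nearest to the Mn arrays, and its mean correlation with them was 0.62, below 0.769 and 0.739 for controls 1 and 3, while the Mn arrays were correlated with each other at 0.987 or more. For genomic DNA in control 2 the same 6 genes deviated by 0.05, against 0.32 for genes of like signal, at percentile 21.2 of the random sets, and for the reasons above this decides nothing either. What sets control 2 apart stays open, and no biological explanation was tested.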
